# The astrocytic TRPA1 channel mediates an intrinsic protective response to vascular cognitive impairment via LIF production

**DOI:** 10.1126/sciadv.adh0102

**Published:** 2023-07-21

**Authors:** Masashi Kakae, Hiroki Nakajima, Shota Tobori, Ayaka Kawashita, Jun Miyanohara, Misa Morishima, Kazuki Nagayasu, Takayuki Nakagawa, Eiji Shigetomi, Schuichi Koizumi, Yasuo Mori, Shuji Kaneko, Hisashi Shirakawa

## Abstract

Vascular cognitive impairment (VCI) refers to cognitive alterations caused by vascular disease, which is associated with various types of dementia. Because chronic cerebral hypoperfusion (CCH) induces VCI, we used bilateral common carotid artery stenosis (BCAS) mice as a CCH-induced VCI model. Transient receptor potential ankyrin 1 (TRPA1), the most redox-sensitive TRP channel, is functionally expressed in the brain. Here, we investigated the pathophysiological role of TRPA1 in CCH-induced VCI. During early-stage CCH, cognitive impairment and white matter injury were induced by BCAS in TRPA1-knockout but not wild-type mice. TRPA1 stimulation with cinnamaldehyde ameliorated BCAS-induced outcomes. RNA sequencing analysis revealed that BCAS increased leukemia inhibitory factor (LIF) in astrocytes. Moreover, hydrogen peroxide–treated TRPA1-stimulated primary astrocyte cultures expressed LIF, and culture medium derived from these cells promoted oligodendrocyte precursor cell myelination. Overall, TRPA1 in astrocytes prevents CCH-induced VCI through LIF production. Therefore, TRPA1 stimulation may be a promising therapeutic approach for VCI.

## INTRODUCTION

Vascular cognitive impairment (VCI) is a syndrome defined as cognitive decline caused by vascular disease (*1*). Chronic cerebral hypoperfusion (CCH), which is elicited by aging, metabolic syndromes, atherosclerosis, hypertension, obesity (*2*), and hypotension (*3*), is commonly present in various types of dementia (*4*–*6*), and CCH-associated small vessel disease (SVD) is the major contributor to VCI (*7*, *8*). Growing evidence suggests that CCH is the cause of white matter lesions, which are a key character of VCI. White matter lesions that precede neuronal dysfunction have been observed in a CCH-induced VCI mouse model (*9*, *10*). Furthermore, patients with various types of dementia show white matter lesions (*11*). Thus, although the importance of CCH-induced white matter lesions in VCI has received widespread attention, effective therapeutic targets for VCI are still under development because the precise molecular mechanisms that detect and regulate pathological changes in VCI remain to be elucidated.

Transient receptor potential (TRP) channels are biosensors that detect changes of the surrounding environment and cellular redox status (*12*, *13*), and we have previously reported that certain TRP channels participate in the development of various disorders (*9*, *14*–*16*). Among TRP channels, TRP ankyrin 1 (TRPA1) was initially found to be a noxious cold-activated channel (*17*). It is expressed in a subset of nociceptive sensory neurons in peripheral nerves and is related to various types of pain generation (*18*). In the central nervous system (CNS), TRPA1 is localized in non-neuronal cells such as astrocytes (*19*–*21*), cerebral endothelial cells (*22*), and oligodendrocytes (*23*). Studies have reported that TRPA1 in these cells plays key roles in cerebrovascular diseases and dementia, such as cerebral ischemia (*23*, *24*) and Alzheimer’s disease (AD) (*25*, *26*); however, the contribution of TRPA1 to pathology is controversial, as it has both protective and destructive effects. Collectively, TRPA1 seems to function as a polymodal sensor in vascular diseases, and clarification of TRPA1-mediating molecular mechanism could lead to a promising approach for VCI therapy.

In this study, we used a bilateral common carotid artery stenosis (BCAS) mouse as a mouse model of CCH-induced VCI, which shows a decrease in the myelin sheath preceding neuronal dysfunction (*9*, *10*, *27*), similar to the human clinical picture (*28*). Around postoperative day 14, BCAS-operated mice do not show cognitive decline but often show a mild reduction in myelinated fiber density and a slight deficit in myelin integrity (*9*). Subsequently around postoperative day 28 after BCAS, a marked reduction in myelin sheath, “white matter damage,” and cognitive dysfunction are observed (*9*, *27*). To clarify the involvement of TRPA1 in CCH-induced VCI, we used genetically engineered mice: TRPA1-knockout (TRPA1-KO) and cell-specific conditional TRPA1-KO mice. We show that TRPA1 deficiency accelerates BCAS-induced cognitive impairment and white matter injury and that the increase of leukemia inhibitory factor (LIF) through TRPA1 stimulation in astrocytes plays a protective role in CCH-induced VCI. Our findings reveal an intrinsic protective mechanism for the maintenance of white matter integrity in VCI.

## RESULTS

### TRPA1 deficiency accelerates BCAS-induced cognitive impairment and white matter injury

To investigate the involvement of TRPA1 in VCI, we assessed *Trpa1* mRNA expression with quantitative reverse transcription polymerase chain reaction (RT-PCR). After BCAS, *Trpa1* mRNA expression in the corpus callosum was not yet increased on postoperative day 14, but was increased on postoperative day 28 (fig. S1, A to C).

Next, we assessed cognitive impairment and white matter damage on postoperative days 14 and 28 in wild-type (WT) and TRPA1-KO mice (Fig. 1). BCAS successfully decreased the regional cerebral blood flow to ~65% compared with the baseline at 60 min after operation. This change did not differ between WT and TRPA1-KO mice (fig. S1D). To assess cognitive function, we performed the novel object recognition test (NORT) (Fig. 1, A and B). On day 14, which represents early-stage CCH, the discrimination index (DI) for exploring novel objects did not differ between the groups during the training session (Fig. 1C). However, the DI was significantly decreased in BCAS-operated TRPA1-KO mice compared with sham-operated TRPA1-KO mice. By contrast, such decreases in DI were not observed in BCAS-operated WT mice compared with sham-operated WT mice (Fig. 1D). Total exploratory times for the two objects did not differ between the groups, demonstrating similar exploratory behavior (fig. S2, A and B). Because white matter injury is a characteristic of VCI (*9*, *10*), we performed myelin staining with FluoroMyelin in the corpus callosum after BCAS to evaluate VCI-related white matter injury. Consistent with cognitive impairment, the myelin density was significantly decreased in BCAS-operated TRPA1-KO mice compared with sham-operated TRPA1-KO mice. By contrast, the myelin density did not differ between sham- and BCAS-operated WT mice on day 14 (Fig. 1, E and F). To further assess white matter damage, we performed immunostaining of CC1 (a marker of oligodendrocytes) and myelin basic protein (MBP; a marker for mature oligodendrocytes). We found that, similar to myelin staining, the number of CC1-positive cells and MBP-positive area in the corpus callosum were decreased in BCAS-operated TRPA1-KO mice. By contrast, no differences were observed in WT mice on day 14 (Fig. 1, G to J). For further investigation, we assessed myelin structure using transmission electron microscopy (TEM). We found that the increase in abnormal myelin structures and demyelinated fibers in BCAS-operated TRPA1-KO mice and no differences in the percentage of myelinated and demyelinated fibers were observed in BCAS-operated TRPA1-KO mice on day 14 (Fig. 1, K and L). Moreover, we detected the decrease in myelin thickness in BCAS-operated TRPA1-KO mice compared with BCAS-operated WT mice on day 14 (Fig. 1M). In addition, we performed immunostaining of oligodendrocyte transcription factor 2 (OLIG2), SRY-related HMG-box 10 (SOX10) (a marker for oligodendrocyte lineage cells), and platelet-derived growth factor receptor α [PDGFRα; a marker for oligodendrocyte precursor cells (OPCs)] to further investigate the involvement of oligodendrocyte lineage cells. We found that there were no differences in the number of oligodendrocyte lineage cells and OPCs although the number of OLIG2-positive cells tended to be decreased in BCAS-operated TRPA1-KO mice similar to immunostaining of CC1 and MBP (fig. S2, C to H). These results suggest that TRPA1 deficiency accelerates CCH-induced cognitive impairment and loss of mature oligodendrocytes but not immature oligodendrocyte lineage cells such as OPCs.

**Fig. 1.**
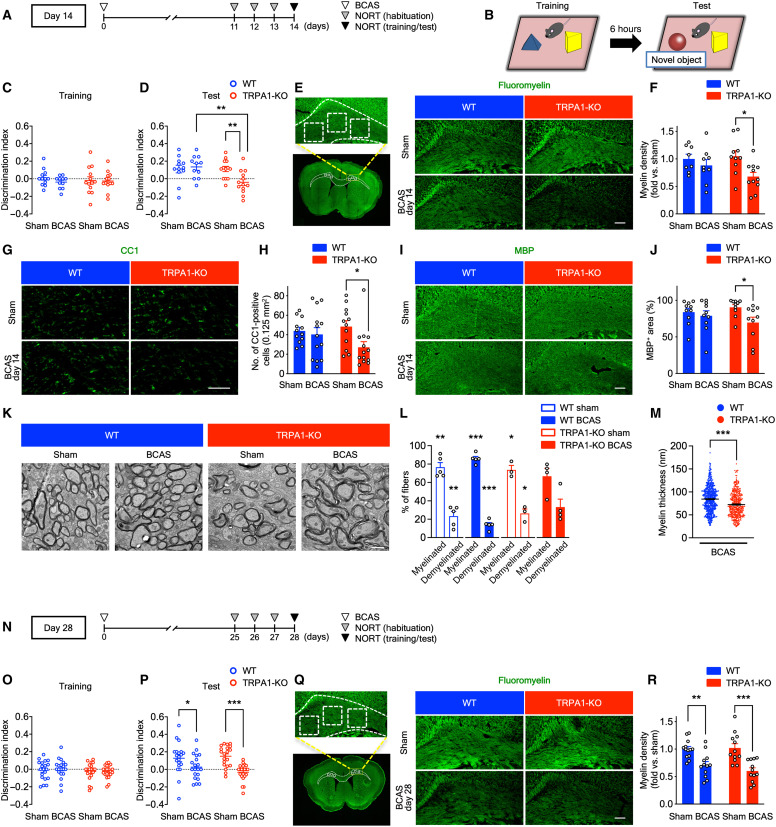
BCAS induces cognitive impairment and white matter injury on day 14 in TRPA1-KO but not WT mice. (**A**, **B**, and **N**) The experimental time course on days 14 (A) and 28 (N) and a schematic (B) for the NORT. (**C**, **D**, **O**, and **P**) Discrimination indexes for exploring the blue quadrangular object during the training session (C) and (O) and the wooden ball, i.e., the “novel object,” during the test session (D) and (P) on days 14 (C) and (D) and 28 (O) and (P). (**E** to **M**, **Q**, and **R**) Representative images of myelin staining (E) and (Q), immunostaining with anti-CC1 (G) or MBP (I) antibody, and TEM (K) in the corpus callosum as well as summarized data for relative myelin density (F) and (R), the number of CC1-positive cells (H), the percentage of MBP-positive surface areas (J) and myelinated and demyelinated fibers (L), and myelin thickness (M) on days 14 (E) to (M) and 28 (Q) and (R). The dashed line–surrounded area is the corpus callosum and the square-surrounded areas are quantified regions in myelin staining (E) and (Q). Values are means ± SEM. Scale bars, 1 μm (K) and 100 μm (E), (G), (I), and (Q). (C) and (D) *n* = 11 to 13; (F) *n* = 8 to 11; (H) *n* = 12 to 13; (J) *n* = 10; (L) *n* = 3 to 5; (M) *n* = 4 to 5 mice; (O) and (P) *n* = 20 to 22; (R) *n* = 12 to 13. *P < 0.05, **P < 0.01, and ***P < 0.001 for two-way analysis of variance (ANOVA) with Bonferroni’s post hoc test (D), (F), (H), (J), (P), and (R). *P < 0.05, **P < 0.01, and ***P < 0.001 for one sample *t* test (L). ***P < 0.001 for two-tailed unpaired Student’s *t* test (M).

On day 28, which represents middle- to late-stage CCH (Fig. 1N), DI did not differ between the groups during the training session (Fig. 1O). By contrast, DI was significantly decreased in BCAS-operated mice compared with sham-operated mice in both WT and TRPA1-KO mice during the test session on day 28 (Fig. 1P). Exploratory times for the two objects were similar across the groups (fig. S2, I and J). Consistent with cognitive impairment, the myelin density was significantly decreased in BCAS-operated WT and TRPA1-KO mice compared with sham-operated mice on day 28 (Fig. 1, Q and R).

Next, we performed the novel location recognition test to assess spatial memory function (fig. S3, A to E). On day 14, DI did not differ between the groups, and all groups showed a preference for the relocated object (fig. S3, B and C). Similar to day 14, DI did not differ between the groups on day 28 (fig. S3, D and E). Moreover, to assess neuronal survival, we performed immunostaining with NeuN, a marker for neurons, which play an important role in cognitive function, including spatial memory. The numbers of NeuN-positive cells in the CA1, CA3, and dentate gyrus were unchanged in all groups on day 28 (fig. S3, F to I). These results are consistent with a previous study (*9*) and suggest that CCH for 28 days does not induce spatial memory dysfunction or neuronal damage in the hippocampus. Together, our results indicate that TRPA1 deficiency accelerates CCH-induced VCI and white matter injury from early-stage CCH, on day 14, when BCAS-operated WT mice do not show cognitive impairment and marked white matter injury.

### TRPA1 stimulation suppresses BCAS-induced cognitive impairment and white matter injury

To investigate the effects of TRPA1 stimulation, we intraperitoneally administered WT mice with cinnamaldehyde, a TRPA1 agonist, on postoperative days 15 to 24 (Fig. 2A). DI did not differ between the groups during the NORT training session (Fig. 2B). During the test session, DI was significantly decreased in vehicle-administered BCAS-operated WT mice but was unchanged in cinnamaldehyde-administered BCAS-operated WT mice. Notably, the inhibitory effect of cinnamaldehyde was diminished in TRPA1-KO mice (Fig. 2C). Exploratory times for the two objects did not differ across the groups (fig. S4, A and B). Consistent with cognitive function, the myelin density was significantly decreased in vehicle-administered BCAS-operated WT mice but not in cinnamaldehyde-administered BCAS-operated WT mice. The effect of cinnamaldehyde was significantly diminished in TRPA1-KO mice (Fig. 2, D and E). Together, TRPA1 stimulation ameliorates BCAS-induced outcomes, such as cognitive impairment and white matter injury.

**Fig. 2.**
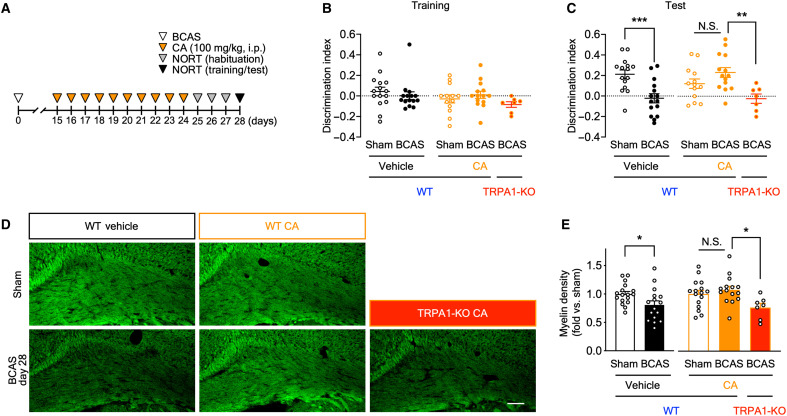
Cinnamaldehyde (CA), a TRPA1 agonist, attenuates BCAS-induced cognitive impairment and white matter injury. (**A**) Experimental time course for CA administration and the NORT. (**B** and **C**) Discrimination indexes for exploring the blue quadrangular object during the training session (B) and the wooden ball, i.e., novel object, during the test session (C) on postoperative day 28. (**D** and **E**) Representative images of myelin staining in the corpus callosum (D) and summarized data for relative myelin density (E) on postoperative day 28. Values are means ± SEM. Scale bar, 100 μm. (B) and (C) *n* = 15 (vehicle), *n* = 7 to 14 (CA); (E) *n* = 16 to 17 (vehicle), *n* = 7 to 16 (CA). *P < 0.05 and ***P < 0.001 for two-tailed unpaired Student’s *t* test [(C) vehicle and (E) vehicle]. *P < 0.05 and **P < 0.01 for one-way ANOVA with Tukey’s post hoc test [(C) CA and (E) CA]. i.p., intraperitoneal administration; N.S., not significant.

### TRPA1 deficiency diminishes the BCAS-induced increase in astrocyte numbers

Some studies suggest that glial activation is involved in the outcomes of VCI (*10*, *29*). To identify the cell types responsible for the differences in CCH-induced VCI and white matter damage between WT and TRPA1-KO mice, we performed immunostaining in the corpus callosum for Iba1 (a marker for microglia/macrophages; Fig. 3, A to D) and glial fibrillary acidic protein (GFAP; a marker for astrocytes; Fig. 3, E to H). The number of Iba1-positive cells tended to be increased in BCAS-operated mice, compared with sham-operated mice, with significant increases in TRPA1-KO mice on day 28 but not on day 14 (Fig. 3, A to D). By contrast, the number of GFAP-positive cells was increased in BCAS-operated WT mice, compared with sham-operated WT mice, but not in BCAS-operated TRPA1-KO mice on day 14 (Fig. 3, E and F). Similar to day 14, the number of GFAP-positive cells was increased in BCAS-operated WT mice, but not in BCAS-operated TRPA1-KO mice, on day 28 (Fig. 3, G and H). Next, we assessed *Gfap* mRNA expression in the corpus callosum with quantitative RT-PCR (Fig. 3I). *Gfap* mRNA expression was increased in BCAS-operated WT mice, but not in TRPA1-KO mice, on day 14 (Fig. 3J). These results suggest that TRPA1 deficiency suppresses the CCH-induced increase in GFAP-positive astrocyte numbers but does not affect Iba1-positive cell numbers.

**Fig. 3.**
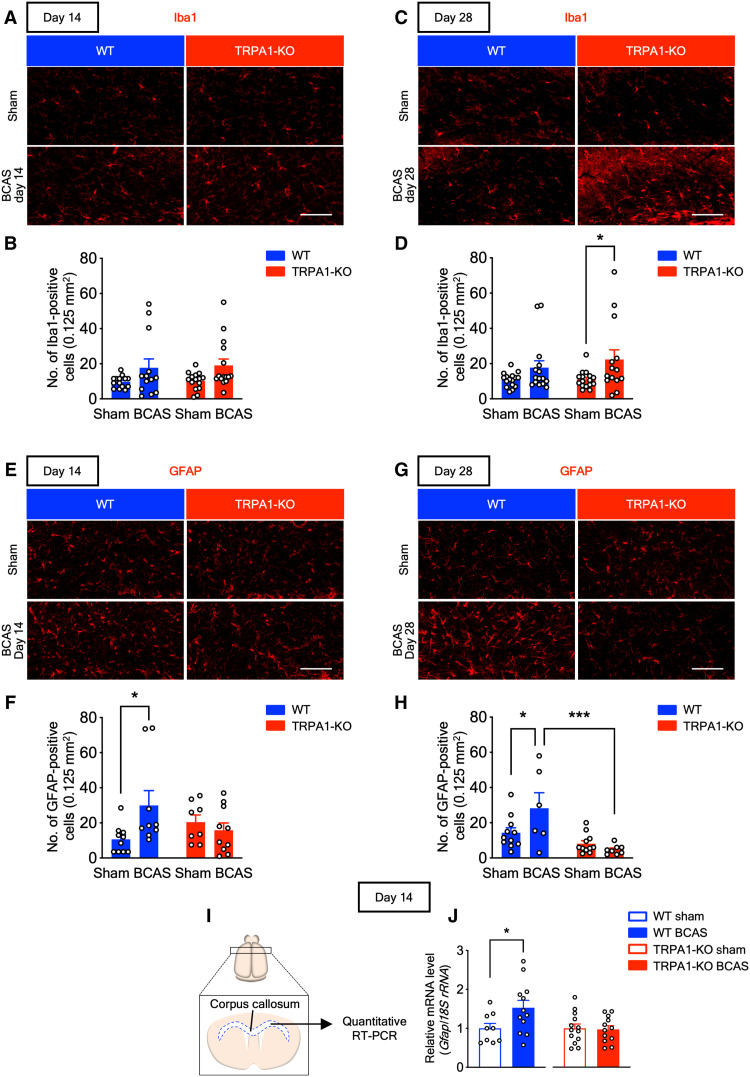
BCAS increases the number of GFAP-positive astrocytes in WT but not TRPA1-KO mice. (**A** to **D**) Representative images of immunostaining with anti-Iba1 antibody in the corpus callosum (A) and (C) and summarized data for the number of Iba1-positive cells (B) and (D) on days 14 (A) and (B) and 28 (C) and (D). (**E** to **H**) Representative images of immunostaining with anti-GFAP antibody in the corpus callosum (E) and (G) and summarized data for the number of GFAP-positive cells (F) and (H) on days 14 (E) and (F) and 28 (G) and (H). (**I**) A schematic of quantitative RT-PCR of the corpus callosum. (**J**) *Gfap* mRNA expression in the corpus callosum on day 14. Values are means ± SEM. Scale bars, 100 μm. (B) *n* = 13 to 15; (D) *n* = 14 to 16; (F) *n* = 8 to 10; (H) *n* = 6 to 11; (J) *n* = 9 to 12 (WT), *n* = 12 to 13 (TRPA1-KO). *P < 0.05 and ***P < 0.001 for two-way ANOVA with Bonferroni’s post hoc test (D), (F), and (H). *P < 0.05 for two-tailed unpaired Student’s *t* test (J).

### Astrocyte-specific TRPA1 deficiency accelerates BCAS-induced cognitive impairment and white matter injury

Next, we determined the cells in which TRPA1 is functionally involved in VCI. TRPA1 is functionally expressed in brain cells, including astrocytes (*19*), endothelial cells (*22*), and oligodendrocytes (*23*). We generated conditional TRPA1-KO mice specific to astrocytes, endothelial cells, and oligodendrocyte lineage cells. For the generation of astrocyte-specific conditional TRPA1-KO (astrocyte-TRPA1-cKO) mice, we crossed homozygous *Trpa1*^fl/fl^ mice with hemizygous *Aldh1l1*-Cre/ERT2^+/−^ mice (Fig. 4A). To induce recombination, we intraperitoneally administered tamoxifen for five alternate days, and BCAS or sham operation was conducted 14 days after the last tamoxifen administration (Fig. 4B). During the NORT training session, on day 14, DI did not differ between the groups (Fig. 4C). During the test session, DI was significantly decreased in BCAS-operated astrocyte-TRPA1-cKO mice but not in BCAS-operated control mice (Fig. 4D). The exploratory times for the two objects did not differ, suggesting similar exploratory behavior across the groups (fig. S4, C and D). Consistent with cognitive function, myelin density was significantly decreased in BCAS-operated astrocyte-TRPA1-cKO mice but not in control mice on day 14 (Fig. 4, E and F).

**Fig. 4.**
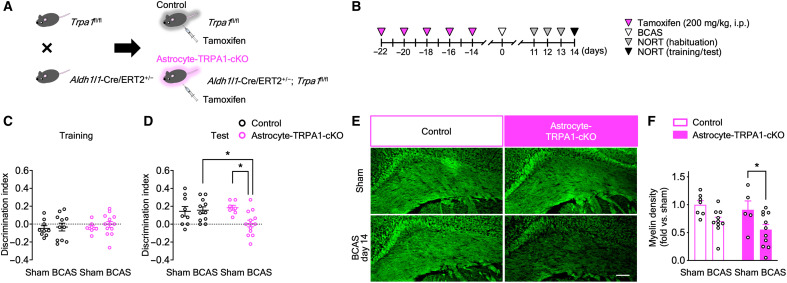
BCAS induces cognitive impairment and white matter injury on day 14 in astrocyte-TRPA1-cKO mice. (**A**) A schematic for obtaining tamoxifen-inducible astrocyte-TRPA1-cKO and control mice. (**B**) The experimental time course for tamoxifen administration and the NORT. (**C** and **D**) Discrimination indexes for exploring the blue quadrangular object during the training session (C) and the wooden ball, i.e., novel object, during the test session (D) on day 14. (**E** and **F**) Representative images of myelin staining in the corpus callosum (E) and summarized data for relative myelin density (F) on day 14. Values are means ± SEM. Scale bar, 100 μm. (C) and (D) *n* = 7 to 13; (F) *n* = 5 to 11. *P < 0.05 for two-way ANOVA with Bonferroni’s post hoc test (D) and (F).

In addition, we generated endothelial cell–specific conditional TRPA1-KO mice (endothelial cell–TRPA1-cKO) and oligodendrocyte lineage cell–specific conditional TRPA1-KO mice [OPC/oligodendrocyte (OL)–TRPA1-cKO] by crossing homozygous *Trpa1*^fl/fl^ mice with hemizygous *Tek*-Cre^+/−^ mice or *Pdgfra*-Cre^+/−^ mice (fig. S5, A, B, I, and J). Similar to astrocyte-TRPA1-cKO mice, on day 14, DI did not differ during the training session across the groups (fig. S5, C and K). In contrast to astrocyte-TRPA1-cKO mice, DI was not decreased in BCAS-operated endothelial cell–TRPA1-cKO or OPC/OL-TRPA1-cKO mice compared with the respective sham-operated mice during the test session (fig. S5, D and L). The exploratory times for the two objects were also the same across the groups (fig. S5, E, F, M, and N). Moreover, consistent with cognitive function, the myelin density was not decreased in BCAS-operated endothelial cell–TRPA1-cKO or OPC/OL-TRPA1-cKO mice on day 14 (fig. S5, G, H, O, and P). These results suggest that TRPA1 deficiency in astrocytes, but not in endothelial cells or oligodendrocyte lineage cells, accelerates CCH-induced VCI and white matter injury from early-stage CCH and that TRPA1 is functionally involved in astrocytes during early-stage CCH.

### BCAS up-regulates astrocyte-related genes in WT but not TRPA1-KO mice

To investigate the molecular mechanisms of TRPA1-mediated suppression of CCH-induced VCI and white matter injury, we conducted RNA sequencing (RNA-seq) analysis in the corpus callosum of sham- and BCAS-operated WT and TRPA1-KO mice (Fig. 5A). 

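Bilateral common carotid artery stenosis (BCAS) places a microcoil on each common carotid artery and lowers cerebral blood flow, and the sham operation leaves the coils out. RNA of the corpus callosum, the white matter tract that joins both cerebral hemispheres, was sequenced in 8 libraries. For each genotype, 1 library came from the sham operation on day 14, and 1 library each came from BCAS on days 7, 10, and 14. The legend of Fig. 5 gives n = 1, so no day had a replicate of its own. The 3 BCAS libraries of a genotype were taken as its replicates here, and the spread between them holds the differences between days as well as between animals.

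Polyadenylated RNA was selected, the authors mapped the reads to the mouse genome GRCm38 with HISAT version 2.1.0, and reads per gene were counted with subread version 2.0.1 and normalized with edgeR version 3.34.1. Whether the counting used the strand is not given in the paper's text. The deposited values of 25239 gene symbols are read counts divided by the effective library size and scaled to CPM, and are not on a log scale. Their sums per library lay between 966202 and 1022161. All of the values (100%) were whole multiples of the value of 1 read in their library, so the reads behind each value were recovered. The sham libraries held 12952093 reads on genes (labelled WT) and 10426966 (labelled TRPA1-KO). The BCAS libraries labelled WT held 10864679, 7896071, and 9315718 reads on days 7, 10, and 14, and those labelled TRPA1-KO held 9108162, 9348524, and 9536606. The smallest value that this depth can show, set at 3 reads, was 0.235 CPM in the deepest library and 0.378 CPM in the shallowest. Intervals and floors cover counting error only, since copies made by PCR are not independent molecules.

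Differences were tested on log2(CPM + 1), a scale that understates the change of genes with low values. The test was limma's moderated test with a trend on mean expression, two-sided and with Benjamini-Hochberg adjustment. It covered the 18123 genes with a mean of at least 0.1 CPM over the 8 libraries.

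The targeted gene, *Trpa1*, was examined first in every library. It lies on chromosome 1 of GRCm38 from 14872648 to 14918862 on the minus strand, and no annotated gene overlaps it. In the libraries labelled WT, it had 1 read (0.0782 CPM) after the sham operation and 0 reads on each of the 3 days after BCAS. In the libraries labelled TRPA1-KO, it had 10 reads (0.959 CPM) after the sham operation and 11, 3, and 7 reads (1.22, 0.320, and 0.728 CPM) on days 7, 10, and 14 after BCAS. Each of the 4 libraries labelled TRPA1-KO lay above each of the 4 labelled WT (exact permutation test, two-sided p = 0.029, the smallest p that 4 against 4 allow). The reads of the targeted gene thus go against the labels. Exchanged labels or a transcript still made from the altered allele could each give this, and values per gene cannot tell them apart. A knockout label is therefore not ruled out by these reads. The libraries are therefore named by their deposited labels, and every direction between genotypes is a direction between labels.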

The number of GFAP-positive cells and level of *Gfap* mRNA expression in the corpus callosum were increased in BCAS-operated WT but not TRPA1-KO mice (Fig. 3), and it is well recognized that astrocytes exhibit a reactive profile in CNS injury and disease (*30*). Therefore, we investigated the expression of reactive astrocyte markers with RNA-seq. 

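The paper takes its reactive astrocyte markers from an earlier report and keeps those above a limit on their association with the gene set. That list is not printed in the paper's text and the limit was not applied here. In its place, a list of 37 reactive astrocyte genes in general use was fixed in advance, with 13 pan-reactive, 12 A1, and 12 A2 genes. All 37 were among the deposited symbols, and 36 were tested, since *Slc10a6* lay under the limit on mean expression.

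For each library, the median over the 36 markers of log2(CPM + 1) minus the mean of both sham libraries was taken. After BCAS, it was 1.48 on day 7, 0.40 on day 10, and -0.15 on day 14 in the libraries labelled WT, with 36, 26, and 11 markers above the sham mean. It was -0.085, -0.11, and 0.17 on the same days in the libraries labelled TRPA1-KO, with 14, 13, and 23 markers above the sham mean. The sham libraries lay at 0.028 (labelled WT) and -0.028 (labelled TRPA1-KO). For 31 of the 36 markers, the largest value of the 8 libraries was that of BCAS day 7 labelled WT. Each of these values comes from 1 library and has no replicate check.

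**Figure D1:**
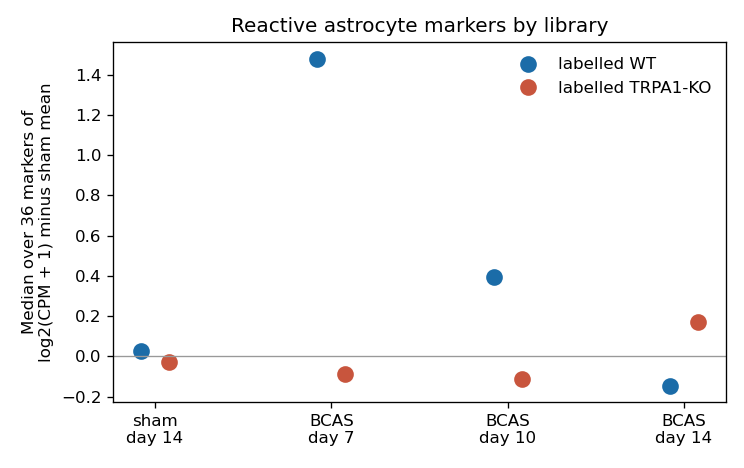
Median over 36 reactive astrocyte markers of log2(CPM + 1) minus the mean of both sham libraries (vertical axis, log2 units) for each of the 8 libraries (1 point each, without error bars), by operation and day. Among the libraries labelled WT, the day 7 BCAS library lies at 1.48 and the day 14 BCAS library at -0.15.

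*Gfap*, on chromosome 11 from 102887336 to 102900912, overlaps the antisense transcript *Gm26668*. It had 200.4 CPM in the sham library labelled WT and 1415, 1060, and 157 CPM on days 7, 10, and 14 after BCAS with the same label. With the label TRPA1-KO, it had 234 CPM after the sham operation and 167, 169, and 427 CPM after BCAS. Fig. 5B names *Lcn2*, *Tgm1*, and *Cxcl10*. *Lcn2*, on chromosome 2 from 32384633 to 32388252, had 105, 4, and 3 reads in the BCAS libraries labelled WT on days 7, 10, and 14 (9.34, 0.504, and 0.329 CPM), and 1, 0, and 2 reads in those labelled TRPA1-KO. *Tgm1*, on chromosome 14 from 55700009 to 55713926, had 214, 9, and 2 reads with the label WT (19.0, 1.13, and 0.219 CPM) and 3, 1, and 1 reads with the label TRPA1-KO. It overlaps the antisense transcript *Gm49067*. *Cxcl10*, on chromosome 5 from 92346638 to 92348889 inside *Art3* on the opposite strand, had 63, 10, and 0 reads with the label WT (5.603, 1.26, and 0 CPM) and 0, 1, and 0 reads with the label TRPA1-KO. In the sham library labelled WT, *Lcn2* had 6 reads (0.469 CPM), *Tgm1* 2 (0.156 CPM), and *Cxcl10* 5 (0.391 CPM). In the sham library labelled TRPA1-KO, they had 0, 1, and 1 reads. With the label WT, *Lcn2* and *Cxcl10* thus lay below their sham value on day 14, on few reads.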

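Between the 3 BCAS libraries labelled WT and the 3 labelled TRPA1-KO, the median log2 fold change of the 36 reactive astrocyte markers was 0.64, and 34 of them were higher with the label WT. This direction is between labels, since *Trpa1* reads go against them. The markers as a set did not differ beyond the spread between the libraries. An exact permutation test of their mean *z* score gave a two-sided p = 0.40, where the smallest p that 3 against 3 allow is 0.10, and limma's fry rotation test gave p = 0.29. None (0) of 10000 random lists of the same size and mean expression had a median as high, which describes these 6 libraries and is no test across mice. The median was 0.73 over the pan-reactive markers (exact permutation p = 0.30), 0.67 over the A1 markers (p = 0.30), and 0.30 over the A2 markers (p = 0.60). Of the single markers, *H2-D1*, *Cxcl10*, and *Osmr* had a limma p under 0.05, and 0 markers remained after Benjamini-Hochberg adjustment over the list alone or over all genes tested. Their exact permutation tests gave p = 0.30, p = 0.40, and p = 0.20. *Gfap* had a log2 fold change of 1.43 (standard error 0.70, exact permutation p = 0.40, limma Benjamini-Hochberg adjusted p = 0.98).

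Against the sham libraries of both genotypes, the median marker changed by 0.53 in the BCAS libraries labelled WT (34 of 36 higher, exact permutation p = 0.50, where 3 against 2 allow 0.10). It changed by 0.0030 in those labelled TRPA1-KO (18 of 36 higher, exact permutation p = 0.90). The median between the BCAS groups moved most when the day 7 library labelled WT was left out, to 0.18. Libraries of the same day did not deviate together from their group means (mean correlation across 10744 genes with at least 10 CPM of -0.12). The mean for libraries of different days (0.060) follows almost fully from the centring on group means, so it is no separate comparison. With postoperative day as a replicate block, the median stayed at 0.64, as the design fixes it, and an exact permutation within 3 days could not reach a p of 0.05.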

Reactive astrocyte marker genes (*30*) were up-regulated in BCAS-operated WT but not TRPA1-KO mice (Fig. 5B). In addition, Gene Ontology (GO) enrichment analysis for differentially expressed genes between BCAS-operated WT (days 7, 10, and 14) and TRPA1-KO mice (days 7, 10, and 14) revealed that astrocyte-related terms were enriched (Fig. 5C). 

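Of the 18123 genes tested between the 3 BCAS libraries labelled WT and the 3 labelled TRPA1-KO, 761 had a limma p under 0.05, the paper's threshold for a differentially expressed gene. With the label WT, 435 of them were higher and 326 were lower, a direction between labels that *Trpa1* goes against. The 2 groups did not overlap for 1669 genes (9.21%), and 3 against 3 gives 10% by chance. After Benjamini-Hochberg adjustment, 3 genes had an adjusted p under 0.05, all higher with the label WT. *Erdr1* (chromosome X, 170010526 to 170018797) had a log2 fold change of 5.71 (standard error 0.18, limma adjusted p = 5.8e-07). *Mid1* (chromosome X, 169685199 to 169990798) had one of 1.71 (standard error 0.20, limma adjusted p = 0.043). *G530011O06Rik*, which lies within the span of *Mid1* from 169975043 to 169978917 and could share its reads, had one of 2.66 (standard error 0.31, limma adjusted p = 0.043). *Erdr1* differed in the sham libraries as well, with 110 CPM labelled WT and 0.192 CPM labelled TRPA1-KO.

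Against the sham libraries, 988 genes had a limma p under 0.05 in the BCAS libraries labelled WT (443 higher and 545 lower), and 0 after adjustment. In those labelled TRPA1-KO, 496 genes had a p under 0.05 (194 higher and 302 lower) and 1 after adjustment. That gene was *Mog*, with a log2 fold change of -0.73 (standard error 0.084, limma adjusted p = 0.046). The medians of 8 striatal neuron genes and of 10 oligodendrocyte genes lay under both sham libraries in every BCAS library. Differences in tissue composition between sham and BCAS libraries may thus be part of these counts.

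The genes of each GO term are not analysed here beyond the 37 that Fig. 5D prints, and the HOMER enrichment was not recomputed. Of these 37 genes, 36 were tested and 4 (11.1%) had a p under 0.05, against 4.19% of the other genes tested (Fisher's exact test, two-sided, odds ratio 2.86, p = 0.063). The paper drew these genes from GO terms enriched in the same libraries, so this share is not independent of that choice. Leaving out the day 14 library labelled WT moved the counts most, to 1846 genes with a p under 0.05 and 29 with an adjusted p under 0.05. With postoperative day as a replicate block, 632 genes had a p under 0.05 (380 higher and 252 lower with the label WT), 1 gene had an adjusted p under 0.05, and the odds ratio of the Fig. 5D genes was 5.58 (Fisher's exact test, p = 0.0014). The correlation of deviations between libraries of the same day was -0.12.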

To detect functional molecules through TRPA1 stimulation in astrocytes under CCH, we visualized the genes contained in the top three astrocyte-related GO terms (GO:0014002, GO:0043615, and GO:0048708) in a heatmap (Fig. 5D). 

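The symbols of the 37 genes were read from the figure, and all 37 were among the deposited symbols. *S100a9* lay under the limit on mean expression and was not tested. *Lif*, *S100a8*, *S100a9*, *Ager*, *Eomes*, and *Ror2* had at most 15 reads in every library, so their values carry a wide counting error. Over the 36 tested genes, the median log2 fold change between the BCAS libraries labelled WT and those labelled TRPA1-KO was 0.13, with 24 genes higher with the label WT (exact permutation of the mean *z* score, p = 0.40). Against sham, the median was 0.078 with the label WT (20 genes higher, exact permutation p = 0.70) and -0.034 with the label TRPA1-KO (15 genes higher, p = 0.20). None of these differences of the set was larger than the spread between libraries. Of 10000 random lists of the same size and mean expression, 0 had a median between the BCAS groups as high as 0.13. That describes these libraries and is no test across mice, and the paper drew the genes from GO terms enriched in the same libraries. Between the BCAS groups, 4 genes had a limma p under 0.05. *Apcdd1* (exact permutation p = 0.20), *Ccl3* (p = 0.20), and *Cntf* (p = 0.10) were higher with the label WT, and *Ror1* (p = 0.10) was lower. With Benjamini-Hochberg adjustment over these genes alone or over all genes tested, 0 of them had an adjusted p under 0.05.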

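Group means of log2(CPM + 1) were taken over both sham libraries, the 3 BCAS libraries labelled WT, and the 3 labelled TRPA1-KO, and were standardized to *z* scores over these 3 means. Of the 37 genes, 20 had their highest mean in the BCAS group labelled WT. Among them were *Lif*, *Sox6*, *Cntf*, *Mt3*, *Lamc3*, *Gfap*, *Vim*, *Grn*, *Ccl3*, *Ccl12*, and *Ager*. *Ager*, with a *z* score of 0.73 with the label WT and 0.40 in sham, is not among the 19 that Fig. 5D shows as raised.

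By day, the median difference of these 19 genes between the BCAS library labelled WT and that labelled TRPA1-KO was 0.87 on day 7, 0.38 on day 10, and -0.14 on day 14 (log2 units, 1 library per label and day). With the label WT, 19 of the 19 were higher on day 7, 16 on day 10, and 6 on day 14. *Sox6*, *Cntf*, *Mt3*, and *Lamc3* were higher on all 3 days, as was *Ager* outside the 19. Against the sham mean, 19, 16, and 7 of these genes were higher with the label WT on days 7, 10, and 14, and 13 were higher with the label TRPA1-KO on day 14. For 16 of the 19, the largest value of the 8 libraries was that of BCAS day 7 labelled WT. With day 14 alone, 6 of the 37 genes had their highest value in the BCAS library labelled WT. All directions are between labels that *Trpa1* reads go against.

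**Figure D2:**
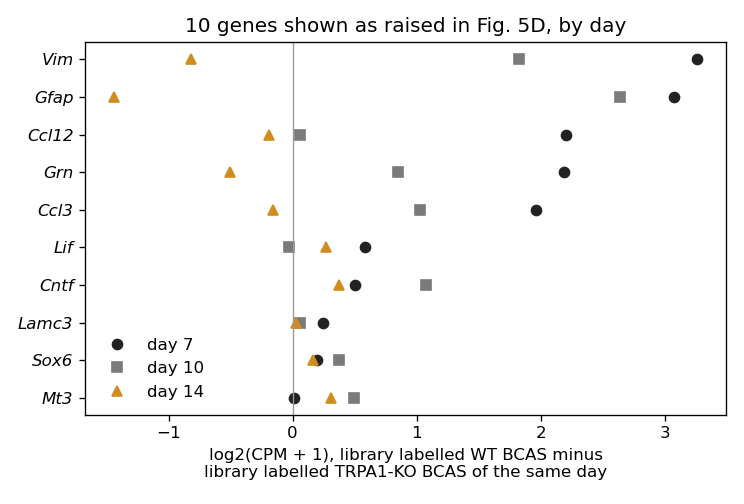
Difference in log2(CPM + 1) between the BCAS library labelled WT and that labelled TRPA1-KO of the same day (horizontal axis, log2 units) for 10 of the 19 genes on day 7 (circles), day 10 (squares), and day 14 (triangles). The genes are the 5 with the largest difference on day 7, the 4 of these 19 higher on all 3 days, and *Lif*. Each point compares 1 library with 1 other and has no error bar. *Vim* lies at 3.26 on day 7 and at -0.82 on day 14.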

The heatmap displayed up-regulation of 19 genes in BCAS-operated WT but not TRPA1-KO mice. Among them, LIF has been reported to promote myelination (*31*), protect against cuprizone-induced demyelination (*32*), improve neurological function in hypoxic-ischemic brain injury (*33*), and undergo release from astrocytes (*31*, *34*). Therefore, we hypothesized that LIF is a promising candidate that protects against VCI.

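*Lif* lies on chromosome 11 of GRCm38 from 4257557 to 4272514, and no annotated gene overlaps it. In the BCAS libraries labelled WT, it had 15 reads on day 7 (1.33 CPM, 95% Clopper-Pearson interval 0.747 to 2.20), 4 on day 10 (0.504 CPM, 0.137 to 1.29), and 3 on day 14 (0.329 CPM, 0.0679 to 0.962). In those labelled TRPA1-KO, it had 5 reads on day 7 (0.557 CPM, 0.181 to 1.30), 5 on day 10 (0.534 CPM, 0.173 to 1.25), and 1 on day 14 (0.104 CPM, 0.00263 to 0.580). The sham libraries had 7 reads (labelled WT, 0.548 CPM, 0.220 to 1.13) and 5 reads (labelled TRPA1-KO, 0.479 CPM, 0.156 to 1.12). The intervals of the labels overlapped on each day.

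The mean after BCAS was 0.722 ± 0.537 CPM (SD, 3 libraries) with the label WT and 0.398 ± 0.255 CPM with the label TRPA1-KO. The log2 fold change was 0.27 (standard error 0.25, exact permutation p = 0.60, limma Benjamini-Hochberg adjusted p = 0.98). *Lif* ranked 5330 of the 18123 genes by limma p. Over the 3 days, 22 reads stood against 11 (Fisher's exact test on the reads, p = 0.080, which compares these libraries and not the genotypes). Against sham, the log2 fold change was 0.14 with the label WT and -0.13 with the label TRPA1-KO (exact permutation p = 0.90 for each). On the recovered reads, edgeR's quasi-likelihood test gave a log2 fold change of 0.89 and DESeq2 one of 0.88, neither with an adjusted p under 0.05. A difference in *Lif* was thus not detected with these libraries.

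*Cntf*, which encodes another cytokine of the same family and is among the raised genes of Fig. 5D, lies on chromosome 19 from 12763660 to 12765632 inside *Zfp91* on the same strand, so reads of both could not be told apart by strand. After BCAS, it had 1.99 ± 0.334 CPM (SD, 3 libraries) with the label WT and 0.934 ± 0.464 CPM with the label TRPA1-KO, and the values of the labels did not overlap. Its log2 fold change was 0.65 (standard error 0.23, exact permutation p = 0.10, the smallest that 3 against 3 allow, limma Benjamini-Hochberg adjusted p = 0.98). With edgeR's quasi-likelihood test and with DESeq2, the log2 fold change was 1.09, with an unadjusted p under 0.05 in the first and above it in the second, and neither gave an adjusted p under 0.05. With postoperative day as a replicate block, its limma p was also under 0.05 before adjustment. *Trpa1* reads go against the labels that define these differences.

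**Figure D3:**
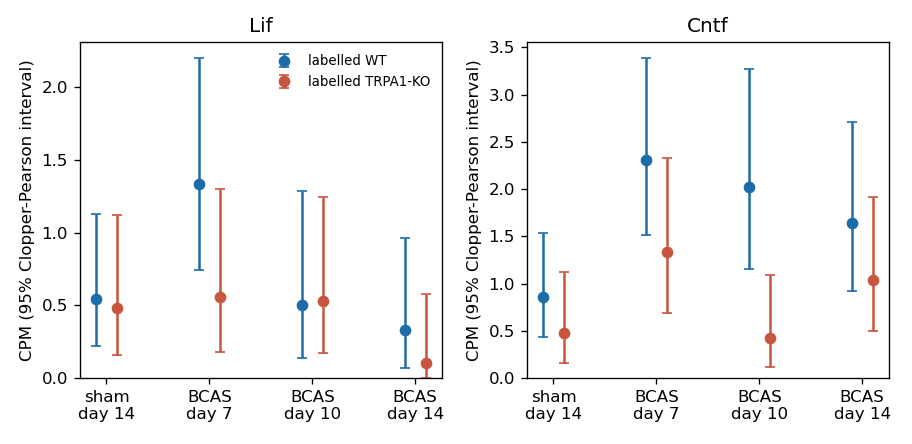
CPM (vertical axes) of *Lif* (left) and *Cntf* (right) in each of the 8 libraries, by operation and day. Points are single libraries, and bars are 95% Clopper-Pearson intervals of the reads, which cover counting error only. For *Lif* on day 7, the interval is 0.747 to 2.20 CPM with the label WT and 0.181 to 1.30 CPM with the label TRPA1-KO.

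From the raised expression of *Lif* among the genes of Fig. 5D in BCAS-operated WT but not TRPA1-KO mice, and from earlier reports that LIF promotes myelination and is released from astrocytes, the paper proposes LIF as a candidate that protects against cognitive impairment.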

**Fig. 5.**
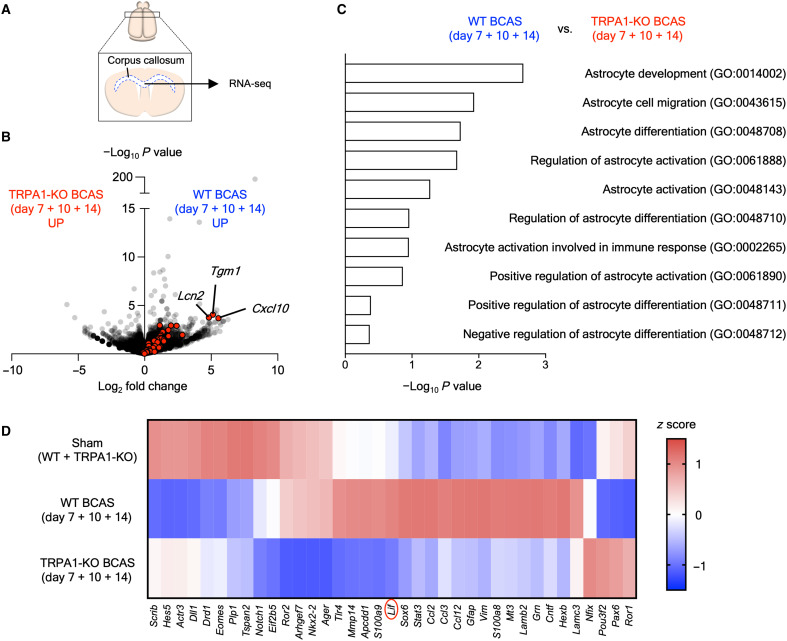
BCAS up-regulates astrocyte-related genes in WT but not TRPA1-KO mice. (**A**) A schematic of RNA-seq in the corpus callosum. (**B**) A volcano plot comparing all genes in the dataset between BCAS-operated WT and TRPA1-KO mice (average of days 7, 10, and 14). Red dots, reactive astrocyte marker genes. (**C**) The top 10 astrocyte-related terms in the GO enrichment analysis for differentially expressed genes between BCAS-operated WT and TRPA1-KO mice (average of days 7, 10, and 14). (**D**) A heatmap of the expression of genes contained in the top three astrocyte-related GO terms (GO:0014002, GO:0043615, and GO:0048708) in the sham-operated group (average of sham-operated WT and TRPA1-KO mice) and in BCAS-operated WT and TRPA1-KO mice (average of days 7, 10, and 14). *n* = 1.

### TRPA1 deficiency diminishes the BCAS-induced increase of LIF

We next examined *Lif* mRNA expression in the corpus callosum on day 14 with quantitative RT-PCR (Fig. 6, A and B). *Lif* mRNA expression was increased in BCAS-operated WT mice compared with sham-operated mice, whereas there were no differences in TRPA1-KO mice (Fig. 6B). To assess *Lif* mRNA expression in astrocytes, we isolated astrocytes from whole adult mouse brain by magnetic-activated cell sorting (MACS) using the anti–astrocyte cell surface antigen-2 (ACSA-2) antibody (Fig. 6, C to E). *Lif* mRNA expression in isolated astrocytes was also increased in BCAS-operated WT but not TRPA1-KO mice (Fig. 6D). Conversely, *Lif* mRNA expression in the flow-through fraction, which is composed of cells other than astrocytes, was lower than in astrocytes and did not differ between sham- and BCAS-operated groups in both WT and TRPA1-KO mice (Fig. 6E). In addition, we performed immunohistochemistry in the corpus callosum and found that LIF was increased in GFAP-positive astrocytes in BCAS-operated WT but not TRPA1-KO mice (Fig. 6, F and G). To further investigate cellular sources of LIF, we performed double-fluorescent labeling immunohistochemistry using anti-LIF and anti-Iba1 antibody or anti-PDGFRα antibody in the corpus callosum. We found that LIF rarely merged with Iba1-positive microglia and PDGFRα-positive OPCs unlike GFAP-positive astrocytes (Fig. 6F and fig. S6). These results indicate that LIF are largely released from astrocytes in CCH-induced VCI.

**Fig. 6.**
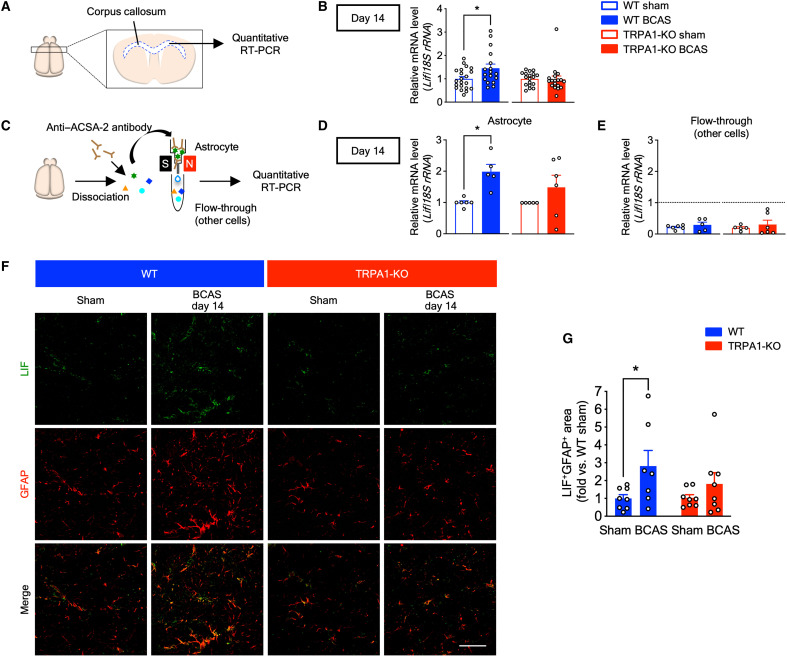
TRPA1 mediates LIF production in astrocytes in BCAS-operated WT mice on day 14. (**A**) A schematic of quantitative RT-PCR of the corpus callosum. (**B**) *Lif* mRNA expression in the corpus callosum. (**C**) A schematic of astrocyte isolation from the whole brain using MACS. (**D** and **E**) *Lif* mRNA expression in isolated astrocytes (D) and flow-through (E). (**F** and **G**) Representative images of immunostaining with anti-LIF antibody (green) and anti-GFAP antibody (red) in the corpus callosum (F), as well as summarized data for the percentage of LIF/GFAP double-positive surface areas (G) on day 14. Values are means ± SEM. Scale bar, 50 μm. (B) *n* = 17 to 21 (WT), *n* = 18 (TRPA1-KO); (D) and (E) *n* = 5 to 6 (WT), *n* = 5 to 6 (TRPA1-KO); (G) *n* = 7 to 8. *P < 0.05 for two-tailed unpaired Welch’s *t* test (B) and (D). *P < 0.05 for two-way ANOVA with Bonferroni’s post hoc test (G).

Among the genes shown in Fig. 5D, ciliary neurotrophic factor (CNTF) is also known to promote myelination and is another protective candidate against VCI (*35*). Thus, we examined *Cntf* mRNA expression (fig. S7, A to C) and found that, similar to LIF, *Cntf* mRNA expression in the corpus callosum was increased in BCAS-operated WT mice compared with sham-operated mice, whereas there were no differences in TRPA1-KO mice (fig. S7A). In contrast to *Lif* mRNA expression, *Cntf* mRNA expression in isolated astrocytes was not increased in WT or TRPA1-KO mice. Furthermore, *Cntf* mRNA expression in the flow-through fraction also did not differ from that in astrocytes and did not differ between the groups (fig. S7, B and C). Moreover, immunostaining in the corpus callosum revealed no differences in the expression of CNTF in GFAP-positive astrocytes in WT and TRPA1-KO mice (fig. S7, D and E).

To further investigate the involvement of LIF in VCI, we used SC144, a selective inhibitor of gp130 [a component of LIF receptor complexes (*36*)] that reduces downstream signaling of gp130 ligands, such as LIF (*37*). We intraperitoneally administered SC144 on postoperative days 0 to 10 (Fig. 7, A and B). During the NORT training session, DI did not differ between the groups (Fig. 7C). Conversely, during the test session, DI was significantly decreased in BCAS-operated SC144-administered mice but not vehicle-administered mice (Fig. 7D). Exploratory times for the two objects were not different across the groups during the test session, but were decreased in SC144-administered BCAS-operated mice during the training session (fig. S7, F and G). Moreover, myelin density was also decreased in SC144-administered BCAS-operated mice (Fig. 7, E and F). We then intracerebroventricularly administered a LIF-neutralizing antibody once after BCAS operation (Fig. 7G). During the NORT training session, DI did not differ between the groups (Fig. 7H). Similar to the experiments with SC144, during the test session, DI was significantly decreased in LIF-neutralizing antibody-administered BCAS-operated mice compared with control antibody–administered mice (Fig. 7I). Exploratory times for the two objects were not different across the groups (fig. S7, H and I). Consistent with the results of cognitive impairment, myelin density was also decreased in LIF-neutralizing antibody-administered BCAS-operated mice compared with control antibody–administered mice (Fig. 7, J and K). These results suggest that TRPA1 in astrocytes is involved in the production of LIF during CCH and that increased LIF exerts positive effects on VCI-related outcomes.

**Fig. 7.**
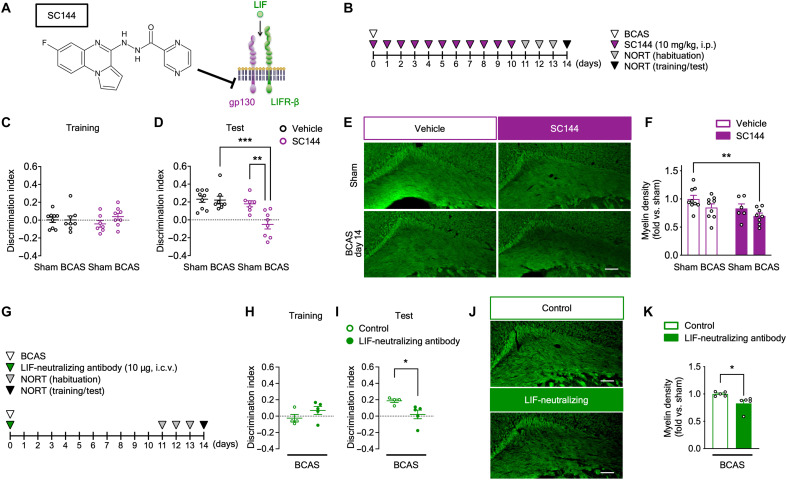
Inhibition of LIF signaling accelerates BCAS-induced cognitive impairment and white matter injury. (**A**) A schematic of the inhibitory mechanism of SC144. (**B** and **G**) The experimental time course for SC144 (B) or LIF-neutralizing antibody (G) administration and the NORT. (**C**, **D**, **H**, and **I**) Discrimination indexes for exploring the blue quadrangular object during the training session (C) and (H) and the wooden ball, i.e., novel object, during the test session (D) and (I) on postoperative day 14. (**E**, **F**, **J**, and **K**) Representative images of myelin staining in the corpus callosum (E) and (J) and summarized data for relative myelin density (F) and (K) on postoperative day 14. Values are means ± SEM. Scale bars, 100 μm. (C) and (D) *n* = 7 to 9; (F) *n* = 6 to 9; (H) and (I) *n* = 4 to 5; (K) *n* = 5. **P < 0.01 and ***P < 0.001 for two-way ANOVA with Bonferroni’s post hoc test (D). **P < 0.01 for two-way ANOVA with Dunnett’s post hoc test (F). *P < 0.05 for two-tailed unpaired Student’s *t* test (I). *P < 0.05 for two-tailed unpaired Welch’s *t* test (K). i.c.v., intracerebroventricular administration.

### H_2_O_2_-elicited TRPA1-mediated astrocytic LIF promotes myelination of cultured OPCs

To further identify the molecular mechanisms underlying LIF production in astrocytes, we performed in vitro experiments using primary astrocyte cultures derived from WT or TRPA1-KO mice. We treated the cultures for 3 hours with H_2_O_2_, which stimulates TRPA1, and assessed *Lif* mRNA expression with quantitative RT-PCR (Fig. 8A). Expectedly, *Lif* mRNA expression was increased in H_2_O_2_-treated WT astrocytes but not TRPA1-KO astrocytes (Fig. 8B). Because a previous study demonstrated that protein kinase C (PKC), extracellular signal–regulated kinase 1/2 (ERK1/2), and p38–mitogen-activated protein kinase (MAPK) activation participates in LIF expression and release from astrocytes (*34*), we investigated the effects of these pathways on H_2_O_2_-induced *Lif* mRNA expression. We found that H_2_O_2_-induced *Lif* mRNA expression was significantly suppressed by the p38-MAPK inhibitor SB203580, partially suppressed by the PKC inhibitor chelerythrine, and not suppressed by the ERK pathway inhibitor PD98059 (Fig. 8C). Moreover, the intracellular Ca^2+^ chelator 1,2-bis-(o-aminophenoxy)-ethane-N,N,N',N'-tetraacetic acid, tetraacetoxymethyl ester (BAPTA-AM) significantly diminished H_2_O_2_-induced *Lif* mRNA expression (Fig. 8C). Consistent with these results, H_2_O_2_ induced p38-MAPK phosphorylation in WT but not TRPA1-KO astrocytes; however, ERK-MAPK phosphorylation was not observed by immunoblot analyses (Fig. 8, D to G). Together, H_2_O_2_-induced TRPA1 stimulation increases p38-MAPK phosphorylation and LIF production.

**Fig. 8.**
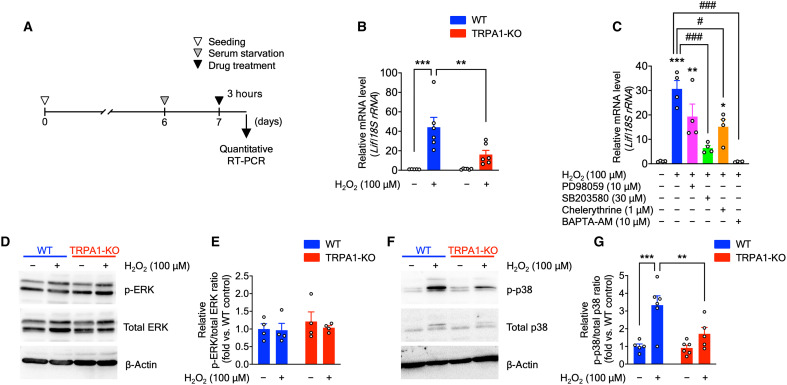
TRPA1 stimulation by H_2_O_2_ induces LIF production via p38-MAPK phosphorylation. (**A**) Experimental time course for in vitro experiments using primary astrocyte cultures. (**B**) *Lif* mRNA expression in primary astrocyte cultures treated with H_2_O_2_ (100 μM, 3 hours), determined by quantitative RT-PCR. (**C**) *Lif* mRNA expression in primary astrocyte cultures cotreated with H_2_O_2_ (100 μM) and ERK pathway inhibitor (PD98059; 10 μM), p38 inhibitor (SB203580; 30 μM), PKC inhibitor (chelerythrine; 1 μM), and Ca^2+^ signaling blocker (BAPTA-AM; 10 μM) for 3 hours, determined by quantitative RT-PCR. *P < 0.05, **P < 0.01, and ***P < 0.001 versus control; #*P* < 0.05 and ###*P* < 0.001 versus H_2_O_2_ for one-way ANOVA with Tukey’s post hoc test. (**D** to **G**) Representative immunoblot images of ERK (D) and p38 (F), as well as protein and phosphorylation levels of ERK (E) and p38 (G). Values are means ± SEM. (B) *n* = 5 to 6; (C) and (E) *n* = 4; (G) *n* = 5 to 6. **P < 0.01 and ***P < 0.001 for two-way ANOVA with Bonferroni’s post hoc test (B) and (G).

Last, to investigate whether secretion factors, such as LIF, from H_2_O_2_-treated astrocytes promote OPC myelination, we performed in vitro medium transfer experiments. We collected culture medium from astrocytes (astrocyte medium) on day 7 in vitro, and OPC culture medium was switched from proliferation medium to astrocyte medium on day 2 in vitro (Fig. 9A). After incubation in astrocyte medium for 5 days, we performed immunostaining with anti-PDGFRα antibody (a marker for OPCs) and anti-MBP antibody (a marker for mature oligodendrocytes) to investigate OPC maturation. The area of MBP-positive mature oligodendrocytes was increased in H_2_O_2_-treated WT astrocyte medium compared with control, but not in H_2_O_2_-treated TRPA1-KO astrocyte medium (Fig. 9, B and C). To further investigate whether the effect of H_2_O_2_-treated WT astrocyte medium on OPC myelination is mediated by LIF, we also performed in vitro medium transfer experiments with LIF-neutralizing antibody. On day 2 in vitro, OPC culture medium was switched from proliferation medium to H_2_O_2_-treated WT astrocyte medium with LIF-neutralizing antibody or control antibody, and we performed immunostaining of PDGFRα and MBP after incubation in astrocyte medium for 5 days (Fig. 9D). The area of MBP-positive mature oligodendrocytes was significantly decreased in H_2_O_2_-treated WT astrocyte medium with LIF-neutralizing antibody compared with control antibody (Fig. 9, E and F). Together, astrocyte-derived LIF, which is produced by H_2_O_2_-induced TRPA1 stimulation, plays important roles in promoting OPC myelination.

**Fig. 9.**
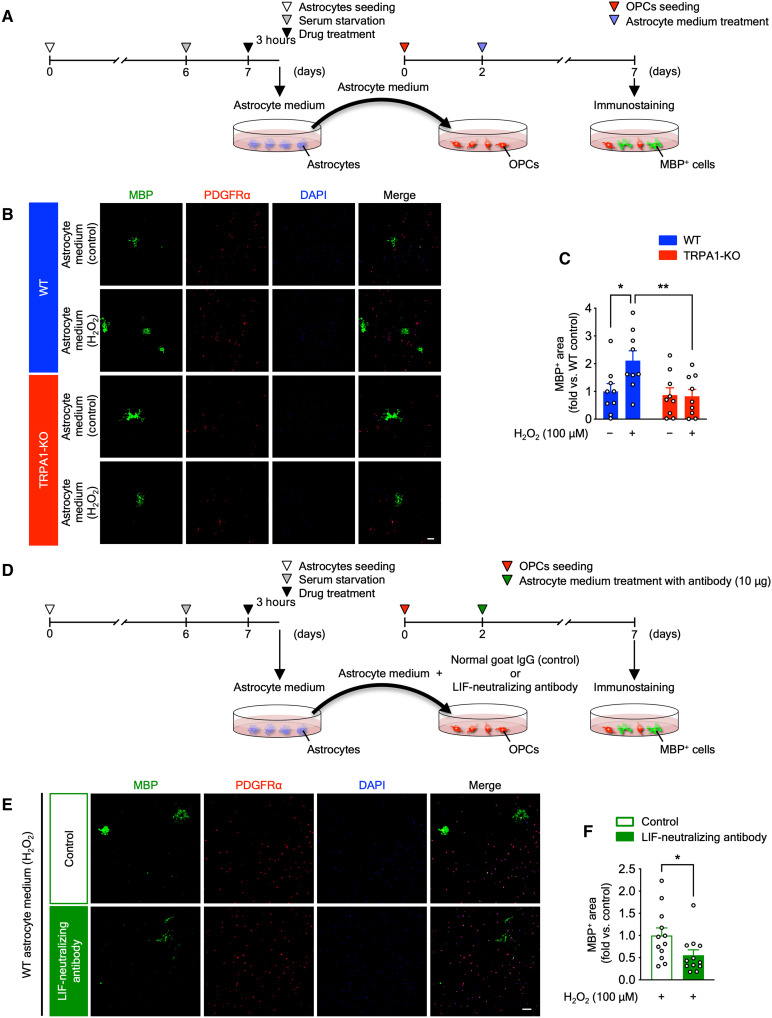
H_2_O_2_-elicited TRPA1-mediated astrocytic LIF promotes myelination of cultured OPCs. (**A**) Experimental time course for in vitro medium transfer experiments from astrocytes to OPCs. (**B** and **C**) Representative images of immunostaining with anti-MBP antibody (green), anti-PDGFRα antibody (red), and 4′,6-diamidino-2-phenylindole (DAPI) (blue) in primary OPC cultures treated with astrocyte medium (B) and summarized data for the percentage of MBP-positive surface areas (C). (**D**) Experimental time course for in vitro medium transfer experiments with a LIF-neutralizing antibody. (**E** and **F**) Representative images of immunostaining with anti-MBP antibody (green), anti-PDGFRα antibody (red), and DAPI (blue) in primary OPC cultures treated with H_2_O_2_-treated WT astrocyte medium with LIF-neutralizing antibody or control antibody (E) and summarized data for the percentage of MBP-positive surface areas (F). Values are means ± SEM. Scale bars, 100 μm. (C) *n* = 9; (F) *n* = 12. *P < 0.05 and **P < 0.01 for two-way ANOVA with Bonferroni’s post hoc test (C). *P < 0.05 for two-tailed unpaired Student’s *t* test (F).

## DISCUSSION

The findings of this study are as follows (Fig. 10): (i) TRPA1 deficiency accelerated BCAS-induced cognitive impairment and white matter injury during early-stage CCH (on day 14). (ii) TRPA1 stimulation with cinnamaldehyde on days 15 to 24 ameliorated BCAS-induced cognitive impairment and white matter injury. (iii) During early-stage CCH (on day 14), BCAS increased the number of GFAP-positive astrocytes in the corpus callosum, and TRPA1 deficiency diminished this increase in astrocytes. (iv) BCAS-induced cognitive impairment and white matter injury were accelerated by astrocyte-specific, but not by endothelial cell– or oligodendrocyte lineage cell–specific, TRPA1 deficiency. (v) TRPA1 deficiency diminished the BCAS-induced increase of LIF expression in astrocytes during early-stage CCH (on day 14). (vi) In primary astrocyte cultures, LIF expression was increased in H_2_O_2_-treated WT but not in TRPA1-KO astrocytes, and culture medium from H_2_O_2_-treated WT astrocytes promoted OPC myelination. Together, these results indicate that, through LIF production, TRPA1 in astrocytes plays protective roles in preventing the onset of early CCH pathogenesis.

**Fig. 10.**
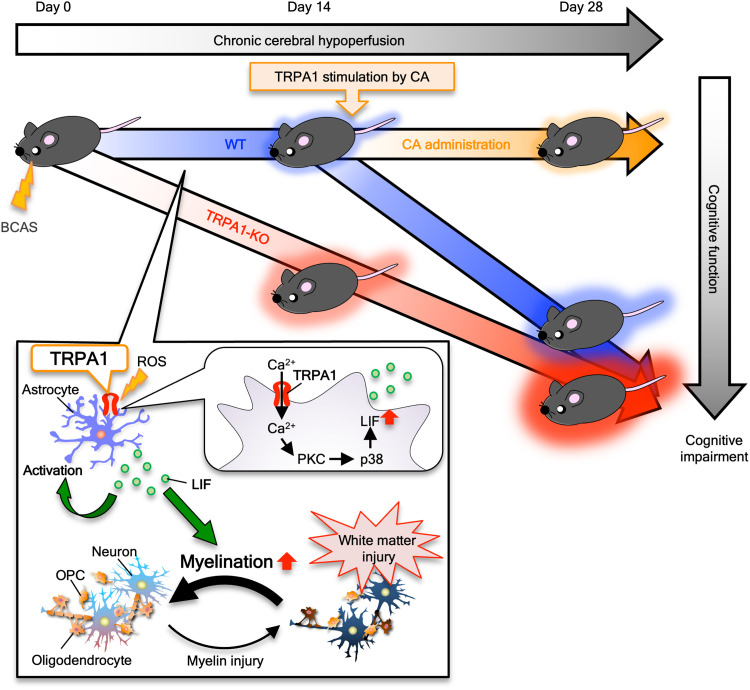
The astrocytic TRPA1 plays a protective role in CCH-induced VCI by producing LIF. A schematic summary of the role and mechanism of TRPA1 during CCH. TRPA1 stimulation in astrocytes under CCH increases LIF production by increasing Ca^2+^ influx and inducing p38-MAPK phosphorylation and promotes myelination. ROS, reactive oxygen species.

Intra-brain vascular dysregulation has been reported to occur earlier than other pathologic events including amyloid-β deposition and hyperphosphorylation of tau during AD development (*38*), and more than 80% of aged participants show morphological substrates of cerebrovascular disease in addition to AD pathology (*7*), indicating the importance of SVD in both AD and vascular dementia. Recent studies have strongly suggested that CCH may be a major factor in SVD (*7*, *8*). Deschaintre *et al.* (*39*) reported that treatment of lifestyle-related diseases, which elicit CCH-associated SVD, such as diabetes, dyslipidemia, and hypertension, improves dementia. Moreover, catheter ablation therapy for patients with atrial fibrillation, who are at risk of dementia (*40*), improves cognitive function by restoring cardiac function and by mitigating CCH (*41*), suggesting that ameliorating CCH is also a promising approach for overcoming VCI.

It would be of interest to demonstrate the protective role of TRPA1 during the early pathogenesis of VCI, and to which stimuli TRPA1 opens. The most likely candidate molecules for TRPA1 stimulation are reactive oxygen species (ROS), including H_2_O_2_. TRPA1 is the most redox-sensitive TRP channel (*13*), is more sensitized and likely to open during hypoxia (*42*, *43*), and is activated by H_2_O_2_ (*44*). Actually, H_2_O_2_-induced Ca^2+^ influx through TRPA1, but not TRPM2, induces oxidative stress tolerance in cancer cells (*45*). In addition, H_2_O_2_ enhances TRPA1-dependent as well as TRPV1- and TRPM3-independent heat responses in sensory neurons (*46*). In our CCH-induced VCI model, H_2_O_2_ levels are significantly elevated 14 days after BCAS compared with the sham-operated group (*9*). ROS are assumed to play a paradoxical role in the pathogenesis of VCI during early-stage CCH, compared with middle- and late-stage CCH. It has been reported that ROS are produced and exert detrimental effects during the late stages of BCAS-induced VCI (*9*, *47*). In this context, we have previously reported that TRPM2, which is a ROS-sensitive TRP channel and functionally expressed in microglia, aggravates CNS inflammation, white matter injury, and cognitive impairment in the middle to late stages of BCAS-induced VCI (*9*). Conversely, it has also been reported that ROS are not always cytotoxic; instead, moderate ROS levels exert positive effects on cell homeostasis (*48*). Mild oxidative stress activates the astrocytic antioxidant response and contributes to neuronal survival in ischemic preconditioning (*49*). In our study, on postoperative day 14, cognitive dysfunction was observed in TRPA1-KO but not WT mice. Therefore, TRPA1, a ROS-sensitive channel, may play a preventive role during the early-stage CCH.

Furthermore, it is important in which brain cells TRPA1 participate in early-stage CCH pathogenesis. In the present study, in vitro experiments, immunostaining, and quantitative RT-PCR of brain sections demonstrated that TRPA1 mediates astrocytic functions. In addition, we generated cell-specific TRPA1-deficient mice using the Cre recombinase–loxP system. With this, we showed that only astrocyte-specific, but not endothelial cell– or oligodendrocyte lineage cell–specific, TRPA1-deficient mice exhibited aggravated cognitive impairment and white matter injury during early-stage CCH. TRPA1 is functionally expressed in astrocytes and regulates astrocytic Ca^2+^ levels (*19*–*21*). Moreover, TRPA1 in astrocytes mediates the selective sensing of moderate hypoxia in the parafacial respiratory group and retrotrapezoid nucleus regions (*50*). TRPA1 is also reported to be present in cerebral artery endothelial cells and to mediate cerebral artery dilation (*22*, *51*). Furthermore, TRPA1 in cerebral endothelial cells is a sensor of hypoxia, and acute hypoxic exposure increased TRPA1 sparklet frequency, leading to vasodilation; hence, TRPA1 plays a protective role in cerebral ischemic stroke (*24*). Conversely, TRPA1 is also expressed in oligodendrocytes, and TRPA1 blockade reduces myelin damage in mimicking ischemia (*23*).

It is unclear why TRPA1 in oligodendrocytes and cerebral artery endothelial cells was not involved in VCI in this study. The CCH-induced VCI model used in this study is a mild pathological model that does not induce neuronal death or mouse paralysis in vivo, outcomes that are, however, induced by the ischemic brain injury model involving TRPA1 in oligodendrocytes (*23*) and cerebral artery endothelial cells (*24*). Therefore, the cells in which TRPA1 responds to stimuli may depend on different pathologies. TRPA1 in cerebral artery endothelial cells or oligodendrocytes may play a critical role under severe hypoxic conditions (e.g., ischemic stroke). By contrast, TRPA1 in astrocytes may play a critical role in environments in which small amounts of ROS are produced (e.g., BCAS-induced VCI) and in which the innate defense system can protect against CNS damage. Nevertheless, further investigations regarding the involvement of TRPA1 in endothelial cells and oligodendrocytes are required.

Emerging evidence indicates that LIF plays vital roles in the CNS (*52*). LIF is released from astrocytes, promotes myelination (*31*), protects against cuprizone-induced demyelination (*32*), and improves myelination and neurological function in hypoxic-ischemic brain injury (*33*). We have shown that BCAS-induced VCI increased LIF expression in WT but not TRPA1-KO astrocytes on day 14 (i.e., early-stage CCH). This indicates that signaling through TRPA1 openings suppresses the early pathology associated with VCI. Moreover, in this study, H_2_O_2_ treatment increased *Lif* mRNA expression in WT astrocytes, and H_2_O_2_-treated WT astrocyte medium induced myelination of primary OPCs. This suggests that astrocyte-derived LIF may promote remyelination as a compensatory mechanism against white matter injury in VCI. In addition, LIF induces the differentiation (*53*) and responses of astrocytes to CNS injury (*54*). Selective deletion of signal transducer and activator of transcription 3 (STAT3), which is activated by various cytokines such as LIF, from astrocyte markedly attenuates various aspects of reactive astrogliosis, including cell hypertrophy, up-regulation of GFAP, and scar formation after spinal cord injury (*55*–*57*). Actually, we performed immunostaining of GFAP in the experiments with SC144 and observed that the number of GFAP-positive cells was lower in SC144-administered BCAS-operated mice than vehicle-administered BCAS-operated mice (fig. S8, A and B). In damaged CNS tissues, astrocytes contribute to neuroprotection, maintenance of the blood-brain barrier (BBB), and regulation of inflammation (*58*, *59*). These imply that LIF released from astrocytes acts not only on OPCs to promote myelination but also on neighboring astrocytes via STAT3-dependent mechanism and may generally contribute to repairing injured CNS tissue.

Therefore, we compared the BBB function of WT and TRPA1-KO mice on day 14 (i.e., during early-stage CCH). WT mice exhibited significantly increased astrocyte numbers and no significant changes in the permeability of the BBB to sodium fluorescein. Conversely, TRPA1-KO mice exhibited unchanged astrocyte numbers and significantly increased the permeability of the BBB to sodium fluorescein (Fig. 3 and fig. S8, C and D), indicating that TRPA1 deficiency induces astrocyte dysfunction, resulting in a failure to maintain BBB integrity during early-stage CCH. This further implies that LIF is released as an autocrine and/or paracrine extracellular signal to coerce astrocytes into contributing to the maintenance of neurovascular unit integrity and that astrocyte-derived LIF also protects against BBB damage in VCI. However, further studies on other protective mechanisms of LIF in VCI, such as inflammatory responses in the CNS, are needed.

Regarding signaling downstream of TRPA1 opening, previous studies have shown that TRPA1 participates in the up-regulation of interleukin-6 (IL-6) family cytokines (including LIF) in chondrocytes (*60*) and that adenosine receptor–mediated LIF expression and release from astrocytes require PKC (but not PKA) activation and depend on ERK1/2- and p38- (but not Janus kinase–) MAPK activation (*34*). In this study, the p38 MAPK inhibitor SB203580 and Ca^2+^ signaling blocker BAPTA-AM, but not ERK pathway inhibitor PD98059, suppressed the H_2_O_2_-induced increase in *Lif* mRNA expression. In addition, p38-MAPK phosphorylation was observed in H_2_O_2_-treated WT but not TRPA1-KO astrocytes, whereas there was no difference in ERK-MAPK phosphorylation. Together, H_2_O_2_ stimulates TRPA1, leading to increased Ca^2+^ influx, p38-MAPK phosphorylation, and LIF production in astrocytes, resulting in enhanced OPC myelination. However, further studies are needed to clarify the involvement of other pathways and molecules in the production of LIF in astrocytes.

In conclusion, TRPA1 plays a protective role in CCH-induced cognitive impairment and white matter injury by activating astrocytes, increasing LIF production, and promoting OPC myelination. A series of astrocytic TRPA1-LIF and myelination axis in VCI is the intrinsic protective mechanism. Together, the present study suggests that TRPA1 in astrocytes may be a promising therapeutic target for VCI.

## MATERIALS AND METHODS

### Animals

All animal experiments were conducted in accordance with the ethical guidelines of the Kyoto University animal experimentation committee and the Japanese Pharmacological Society. All animal use and study protocols were approved by the Kyoto University animal experimentation committee (approval number: 20-42). Male C57BL/6J WT mice (RRID: IMSR_JAX:000664) were purchased from Japan SLC, and TRPA1-KO mice were obtained from the Jackson Laboratory (Bar Harbor, ME; #006401). Mice were maintained in our laboratory and used at 8 to 12 weeks old and 20 to 30 g. TRPA1-KO mice were backcrossed to C57BL/6J mice for at least 10 generations and genotyped by genomic PCR using the following primers: 5′-tca tct ggg caa caa tgt cac ctg ct-3′ and 5′-tcc tgc aag ggt gat tgc gtt gtc ta-3′. All mice were housed at a constant ambient temperature of 22° ± 2°C under a 12-hour light/12-hour dark cycle and were allowed water ad libitum. The numbers of used animals were empirically determined and were similar to previous reports (*9*, *29*, *47*).

### Bilateral common carotid artery stenosis

Mice were subjected to BCAS using microcoils with an internal diameter of 0.18 mm (Sawane Spring, Shizuoka, Japan), as previously described (*9*, *29*). First, mice were anesthetized with 3% isoflurane in 30% O_2_ and 70% N_2_O and maintained on 1.5% isoflurane in 30% O_2_ and 70% N_2_O using a face mask. After a midline skin incision, the bilateral common carotid artery was isolated, and a microcoil was applied to it. Sham operation was performed in the same fashion as the BCAS operation, but without using a microcoil. The common carotid artery was isolated, while the sham control mice were subjected to anesthesia for the same amount of time as the BCAS-operated mice. Regional cerebral blood flow in the middle cerebral artery territory was monitored by laser Doppler flowmetry (Omegaflow, Omegawave). A flexible probe was fixed to the skull (2 mm posterior and 6 mm lateral to the bregma) before BCAS, and regional cerebral blood flow was monitored 60 min after operation. Mice were randomly assigned to either the BCAS or sham group.

### Generation of astrocyte-TRPA1-cKO

For the generation of astrocyte-TRPA1-cKO mice, we crossed mice homozygous for the loxP-flanked TRPA1 S5/S6 transmembrane domain construct (“*Trpa1*^fl/fl^”; Jackson Laboratory, #008650) with mice hemizygous for Cre recombinase under the control of the *Aldh1l1* promoter/enhancer (“*Aldh1l1*-Cre/ERT2^+/−^”; Jackson Laboratory, #029655). Cre-positive F_1_ progenies were crossed with homozygous *Trpa1*^fl/fl^ mice. F_2_ progenies were genotyped by PCR with genomic DNA obtained from tail biopsies, and those positive for Cre and homozygous for floxed TRPA1 were crossed with homozygous *Trpa1*^fl/fl^ mice. Astrocyte-TRPA1-cKO (*Aldh1l1*-Cre/ERT2^+/−^; *Trpa1*^fl/fl^) mice were viable and fertile. Control mice were homozygous for floxed TRPA1 but negative for Cre (*Trpa1*^fl/fl^). To induce recombination, all mice (both astrocyte-TRPA1-cKO and control mice) used in the experiments were intraperitoneally administered tamoxifen (200 mg/kg in corn oil, once per day) for five alternate days, using a previously reported method with some modifications (*61*). BCAS or sham operation was performed 14 days after the last tamoxifen administration. At the first tamoxifen administration, all mice were 6 to 9 weeks old and weighed 20 to 30 g. The BCAS or sham operation was conducted on 9- to 12-week-old mice.

### Generation of endothelial cell–TRPA1-cKO

For the generation of endothelial cell–TRPA1-cKO mice, we crossed homozygous *Trpa1*^fl/fl^ mice with mice hemizygous for Cre recombinase under the control of the *Tek* promoter/enhancer (“*Tek*-Cre^+/−^”) (RBRC04495) (*62*); the mouse strain was provided by RIKEN BRC through the National BioResource Project of MEXT/AMED, Japan. Cre-positive F_1_ progenies were mated with homozygous *Trpa1*^fl/fl^ mice. F_2_ progenies were genotyped by PCR with genomic DNA obtained from tail biopsies, and those positive for Cre and homozygous for floxed TRPA1 were crossed with homozygous *Trpa1*^fl/fl^ mice. Endothelial cell–TRPA1-cKO (*Tek*-Cre^+/−^; *Trpa1*^fl/fl^) mice were viable and fertile. Control mice were homozygous for floxed TRPA1 but negative for Cre (*Trpa1*^fl/fl^). The BCAS or sham operation was conducted on 8- to 12-week-old mice (25 to 35 g).

### Generation of OPC/OL-TRPA1-cKO

For the generation of OPC/OL-TRPA1-cKO mice, we crossed homozygous *Trpa1*^fl/fl^ mice with mice hemizygous for Cre recombinase under the control of the *Pdgfra* promoter/enhancer (“*Pdgfra*-Cre^+/−^”; Jackson Laboratory, #013148). Cre-positive F_1_ progenies were crossed with homozygous *Trpa1*^fl/fl^ mice. F_2_ progenies were genotyped by PCR with genomic DNA obtained from tail biopsies, and those positive for Cre and homozygous for floxed TRPA1 were crossed with homozygous *Trpa1*^fl/fl^ mice. OPC/OL-TRPA1-cKO (*Pdgfra*-Cre^+/−^; *Trpa1*^fl/fl^) mice were viable and fertile. Control mice were homozygous for floxed TRPA1 but negative for Cre (*Trpa1*^fl/fl^). The BCAS or sham operation was conducted on 8- to 12-week-old mice (20 to 30 g).

### Drug administration

Mice were intraperitoneally injected with trans-cinnamaldehyde (100 mg/kg; Tokyo Chemical Industry, Tokyo, Japan) once per day on postoperative days 15 to 24. Control groups were administered with vehicle solution [0.5% Tween 80 (Nacalai Tesque, Kyoto, Japan) in saline]. In addition, mice were intraperitoneally injected with SC144 (10 mg/kg; MedChemExpress) once per day on postoperative days 0 to 10. Control groups were administered with vehicle (10% dimethyl sulfoxide in 40% propylene glycol in saline).

### Neutralizing antibody administration

Mice were intracerebroventricularly injected with a goat polyclonal LIF-neutralizing antibody [10 μg; 1 mg/ml in phosphate-buffered saline (PBS); R&D Systems, catalog no. AB-449-NA] immediately after BCAS operation. Control groups were injected with a normal goat immunoglobulin G (IgG; 10 μg; 1 mg/ml in PBS; R&D Systems, catalog no. AB-108-C).

### Primary cultures of mouse astrocytes

Primary astrocyte-enriched cultures were prepared from the cerebral cortices of 0- to 2-day-old postnatal WT or TRPA1-KO C57BL/6J mice, as previously reported (*63*). Cells were dissociated and plated in 75-cm^2^ flasks with 7 ml of Eagle’s minimum essential medium (EMEM; Nissui Pharmaceutical, Tokyo, Japan) supplemented with 10% heat-inactivated fetal bovine serum (FBS; JRH Biosciences, Lenexa, KS, USA) in an incubator with 5% CO_2_ at 37°C. After cultivation for 2 to 4 weeks, the flasks were shaken at 400 rpm for 10 min using an orbital shaker to remove microglia. The supernatant was removed, the fresh culture medium was added, and the cultures were incubated in an incubator with 5% CO_2_ at 37°C for 2 hours. To remove OPCs, the flasks were then shaken on an orbital shaker at 250 rpm for 16 to 18 hours at 37°C. The remaining astrocytes were detached with 0.25% trypsin (Nacalai Tesque), resuspended in fresh medium, and reseeded on 35 mm dishes (20 × 10^4^ cells) or 60 mm dishes (40 × 10^4^ cells). After incubation with serum-free EMEM for 16 to 18 hours, cells were treated with drugs on day 7 after replating. Cells were used for experiments 3 hours after drug treatment. In addition, we used the following reagents: H_2_O_2_ (100 μM; Nacalai Tesque), PD98059 (10 μM; Cayman), SB203580 (30 μM; Cayman), chelerythrine chloride (1 μM; AdipoGen Life Sciences), and BAPTA-AM (10 μM; Nacalai Tesque).

### Primary cultures of mouse OPCs

Primary OPC-enriched cultures were prepared from the cerebral cortices of 0- to 2-day-old postnatal WT C57BL/6J mice. After isolating the cerebral cortices, cells were incubated with trypsin (2.5 mg/ml; Nacalai Tesque) and deoxyribonuclease I (DNase I; 10 mg/ml; Sigma-Aldrich) for 15 min at 37°C. Dissociated cells were plated onto poly-l-ornithine–coated 75 cm^2^ flasks in Advanced DMEM/F12 medium (Dulbecco’s modified Eagle’s medium/Ham’s F-12, Invitrogen) containing 10% heat-inactivated FBS and 1% penicillin/streptomycin mixed solution (Nacalai Tesque) and were maintained in an incubator with 5% CO_2_ at 37°C. After 10 to 12 days, OPCs were purified from the mixed glial culture via a two-step procedure. First, microglia were removed by shaking at 160 rpm for 2 hours using an orbital shaker. After removing the supernatant and adding fresh culture medium, OPCs on a monolayer of astrocytes were detached by shaking at 230 rpm for 16 to 18 hours. The supernatant was cultured on noncoated 10 cm dishes for 1.5 hours at 37°C in 5% CO_2_ to remove astrocytes. The final cell suspension was replated onto poly-l-ornithine–coated 10 mm glass coverslips (0.6 × 10^4^ cells) and maintained in Neurobasal medium (Invitrogen) supplemented with 1 × B27 (Invitrogen), glutamine (2 mM; Nacalai Tesque), 1% penicillin/streptomycin mixed solution, PDGF-AA (10 ng/ml; PeproTech), and basic fibroblast growth factor (10 ng/ml; PeproTech); this was used as a proliferation medium. Cells were used for medium transfer experiments 2 days after replating.

### Preparation of medium for astrocyte cultures

For medium transfer experiments, culture medium for astrocytes was changed to Neurobasal medium supplemented with 1 × B27, glutamine (2 mM), and 1% penicillin/streptomycin mixed solution 6 days after replating astrocytes. This was followed by incubation for 16 to 18 hours. After treatment with or without H_2_O_2_ (100 μM), the culture medium was collected, centrifuged at 2000*g* for 5 min at 4°C to remove cells and debris, and stored at −80°C until use, similar to a previous report (*64*).

### Novel object recognition test

Cognitive assessment by NORT was performed on postoperative days 14 and 28 as previously reported (*9*, *15*, *29*). Experiments were conducted under dim illumination (30 lux), with mice being habituated to the black box (30 cm by 30 cm by 30 cm) for 3 days (10 min/day) before the training. In the training session, two different objects (a yellow triangular prism and a blue quadrangular pyramid) were placed in the box, and mice were allowed to freely interact with the objects for 10 min. After 6 hours, the test session was performed, and the blue quadrangular object was replaced by a wooden ball that served as a novel object. The total exploratory time was defined as the time spent exploring both objects and was considered an indicator of locomotor activity. The DI was calculated as (the time spent exploring the blue quadrangular object − the time spent exploring the yellow triangular prism)/(the time spent exploring the blue quadrangular object + the time spent exploring the yellow triangular prism) in the training session or (the time spent exploring the wooden ball object − the time spent exploring the yellow triangular prism)/(the time spent exploring the wooden ball object + the time spent exploring the yellow triangular prism). This index was considered an indicator of recognition memory. Mice that spent <8 s exploring both objects were excluded.

### Novel location recognition test

The test apparatus and habituation/training procedure were identical to those described for NORT, as previously reported (*15*). During the test session, the blue quadrangular object was moved to a different location. As mentioned above, the total exploratory time was defined as the time spent exploring both objects and was considered an indicator of locomotor activity. DI was calculated as (the time spent exploring the blue quadrangular object − the time spent exploring the yellow triangular prism)/(the time spent exploring the blue quadrangular object + the time spent exploring the yellow triangular prism) and was considered an indicator of spatial memory.

### Myelin staining

Mice were intraperitoneally injected with pentobarbital (50 mg/kg of body weight) or a cocktail of three different anesthetic agents [medetomidine (0.3 mg/kg), midazolam (4.0 mg/kg), and butorphanol (5.0 mg/kg)] and were perfused transcardially with 0.1 M K^+^-free PBS followed by 4% paraformaldehyde in 0.1 M phosphate buffer (PB), using a previously reported method with some modifications (*65*). Brains were stored in paraformaldehyde for 3 hours and then transferred to 15% sucrose in 0.1 M PB at 4°C overnight. Coronal sections (20 μm thick) were cut using a cryostat (Leica Biosystems). To stain myelin, brain sections were soaked in 0.1% Triton X-100 in PBS for 20 min. The sections were incubated with the FluoroMyelin Green Fluorescent Myelin Stain (1:1000; Invitrogen, catalog no. F34651) for 20 min at room temperature. Fluorescence was visualized with the FluoView FV10i confocal microscope (Olympus) equipped with a laser scanning confocal imaging system. The mean intensity of FluoroMyelin staining in the corpus callosum was measured in a 200 μm by 200 μm field at approximately the bregma +0.7 mm.

### Transmission electron microscopy

TEM was performed as previously described (*16*). Mice were intraperitoneally injected with a cocktail of three different anesthetic agents [medetomidine (0.3 mg/kg), midazolam (4.0 mg/kg), and butorphanol (5.0 mg/kg)] and were perfused transcardially with 0.1 M K^+^-free PBS followed by 4% paraformaldehyde/2% glutaraldehyde in 0.1 M PB. The corpus callosum was then removed and dissected. After postfixing overnight at 4°C in 4% paraformaldehyde/2% glutaraldehyde, the corpus callosum was exposed to 1% osmium tetroxide in 0.1 M PB (pH 7.4) for 2 hours at room temperature, dehydrated by immersion in a series of graded ethanol solutions, and embedded in epoxy resin (Luveak 812, Nacalai Tesque) according to the inverted beam capsule procedure. Samples were polymerized at 60°C for 3 days. Ultrathin sections were prepared on an ultramicrotome (EM UC6, Leica) and stained with uranyl acetate and lead citrate. Last, sections were observed under a Hitachi H-7650 transmission electron microscope. Images obtained from each mouse were analyzed about demyelinated fibers and myelin thickness in a visual way. Fibers that have loosely wrapped myelin and cavities between myelin lamellae were regarded as “demyelinated” and counted manually. Myelin thickness was manually measured in the most inner layer using ImageJ software.

### Immunohistochemistry

#### Fluorescence staining

The coronal sections were blocked with PBS containing 3% bovine serum albumin and 0.1% Triton X-100 for 40 to 60 min. Next, they were incubated at 4°C overnight with the following primary antibodies: rabbit anti-Iba1 (1:500; Wako Pure Chemical, catalog no. 019-19741), rabbit anti-GFAP (1:5000; Abcam, catalog no. ab7260), mouse anti-APC (CC1) (1:200; Calbiochem, catalog no. OP80), rat anti-LIF (1:500; Novus Biologicals, catalog no. NBP2-27406), goat anti-CNTF (1:100; R&D Systems, catalog no. AF-557-NA), mouse anti-MBP (1:500; BioLegend, catalog no. 836504), rabbit anti-PDGFRα (1:1000; Santa Cruz Biotechnology, catalog no. sc-338), rabbit anti-OLIG2 (1:1000; GeneTex, catalog no. GTX132732), or rabbit anti-SOX10 (1:100; Abcam, catalog no. ab155279). The sections were then labeled at room temperature for 1.5 hours in the dark with the following secondary antibodies: Alexa Fluor donkey anti-rabbit (488, catalog no. A21206; 594, catalog no. A21207; or 647, catalog no. A31573), anti-mouse (488, catalog no. A21202), anti-rat (488, catalog no. A21208), or anti-goat (594, catalog no. A11058) IgG (1:300; Invitrogen). Fluorescence images were acquired using the FluoView FV10i confocal microscope (Olympus). The numbers or the areas of the following cells in the corpus callosum at the bregma +0.7 mm were counted: Iba1-, GFAP-, and CC1-positive cells (in a 0.125 mm^2^ field), as well as LIF/GFAP double-positive and CNTF/GFAP double-positive cells (in a 0.0450 mm^2^ field).

#### NeuN staining

Coronal sections were blocked with PBS containing 3% bovine serum albumin and 0.1% Triton X-100 for 60 min and then incubated with the primary mouse anti-NeuN antibody (1:500; Chemicon, catalog no. MAB377B) at 4°C overnight. Sections were then labeled with the biotinylated secondary antibody horse antimouse IgG (1:200; Vector Laboratories, catalog no. BA-2000) for 2 hours, followed by ABC Elite reagent (1:200; Vector Laboratories) for 1.5 hours. Immunoreactivity was visualized using diaminobenzidine (Nacalai Tesque) as a chromogen. The number of NeuN-positive cells in the hippocampus at the bregma −2.8 mm was evaluated.

### Immunocytochemistry

OPCs were cultured on 10 mm glass coverslips for 2 days. To analyze differentiation, cells were cultured for an additional 5 days in transferred astrocyte medium with or without LIF-neutralizing antibody (10 μg; R&D Systems, catalog no. AB-449-NA) or normal goat IgG (10 μg; R&D Systems, catalog no. AB-108-C). Cells were fixed in 4% paraformaldehyde and blocked with PBS containing 3% bovine serum albumin and 0.1% Triton X-100 for 10 min. Cells were incubated at 4°C overnight with primary antibodies against PDGFRα (rabbit anti-PDGFRα, 1:1000; Santa Cruz Biotechnology, catalog no. sc-338) and MBP (mouse anti-MBP, 1:500; BioLegend, catalog no. 836504). Cells were then labeled with the secondary antibodies Alexa Fluor donkey anti-rabbit (594) and anti-mouse (488) IgG (1:300; Invitrogen) at room temperature for 1.5 hours in the dark. After staining nuclei with 4′,6-diamidino-2-phenylindole (DAPI) Fluoromount-G (Southern Biotechnology Associates), fluorescence images were acquired using the FluoView FV10i confocal microscope (Olympus).

### Western blotting

Immunoblotting analyses were conducted on whole-cell lysates, as previously described (*66*). Primary astrocyte cultures grown in 60 mm dishes were harvested and lysed in radioimmunoprecipitation assay buffer with SDS (Nacalai Tesque) supplemented with 0.1% phosphatase inhibitor cocktails 2 and 3 (Sigma-Aldrich). Aliquots of lysate were diluted with an equal volume of sample buffer [50 mM tris-HCl, 10% glycerol, 2% SDS, and 6% 2-mercaptoethanol with bromophenol blue (pH 6.8)] and loaded onto a 10% SDS-polyacrylamide gel. Proteins were blotted onto Immobilon-P polyvinylidene difluoride transfer membranes (Millipore). The membranes were exposed to a blocking step and then incubated overnight at 4°C with the following primary antibodies: rabbit anti–phospho-p38-MAPK (1:500; catalog no. 4511), rabbit anti-p38 MAPK (1:500; catalog no. 9212), rabbit anti–phospho-p44/42 MAPK (Erk1/2) (1:1000; catalog no. 4370), rabbit anti-p44/42 MAPK (Erk1/2) (1:1000; catalog no. 9102; all from Cell Signaling Technology), or mouse anti–β-actin (1:20,000; Sigma-Aldrich, catalog no. A1978). The next day, the membranes were briefly washed with tris-buffered saline containing 0.1% (v/v) Tween 20 and then incubated for 1 hour at room temperature with the peroxidase-conjugated secondary antibodies donkey anti-rabbit IgG (1:5000; Cytiva, catalog no. NA934V) and goat anti-mouse IgG (1:20,000; Jackson ImmunoResearch, catalog no. 115-035-003). Specific bands were then detected with Immobilon Western chemiluminescent horseradish peroxidase substrate (Millipore).

### RNA sequencing

Total RNA was isolated from the corpus callosum using ISOGEN reagent (Nippon Gene) according to the manufacturer’s protocols. For RNA-seq analysis, polyadenylated RNA was selected from total RNA and reverse transcribed. A library was synthesized using the NEBNext Ultra RNA Library Prep Kit for Illumina, according to the manufacturer’s instructions. The prepared library was sequenced using NovaSeq 6000. The clean reads were mapped to the mouse reference genome GRCm38 using HISAT version 2.1.0 (*67*). Gene expression was calculated using subread version 2.0.1 (*68*) and edgeR version 3.34.1 (*69*) and then log-transformed [e.g., an expression level of 8 (=2^3^) becomes 3, and an expression level of 128 (=2^7^) becomes 7]. Reactive astrocyte marker gene sets were obtained from a previous report (*30*), and the genes contained in the top three astrocyte-related GO terms (GO:0014002, GO:0043615, and GO:0048708) were obtained from QuickGO (www.ebi.ac.uk/QuickGO) (*70*). Genes with standardized values, representing a strength of association of >2.8 between gene and gene set, were used for analysis. The *z* score difference of marker genes for reactive astrocytes between groups were used for transcriptome profiling. For heatmap visualization, log-transformed gene expression was further standardized (average = 0, variance = 1), and the standardized values of *z* scores across treatment groups were visualized as a heatmap using Prism 9 software (GraphPad Software). GO analysis was performed using HOMER version 4.11 (*71*). Differentially expressed genes were defined by *P* < 0.05. The original sequence datasets were deposited to the National Center for Biotechnology Information sequence read archive under accession number GSE201513.

### Quantitative RT-PCR

Total RNA was isolated from the corpus callosum of mouse brains or astrocytes cultured on 35 mm dishes, as described above in the “RNA sequencing” section. Next, cDNA was synthesized from 1 μg or 500 ng of total RNA from the corpus callosum and culture astrocytes, respectively, using ReverTra Ace (Toyobo). Quantitative RT-PCR was performed using the StepOne real-time PCR system (Life Technologies, Carlsbad, CA, USA). The final reaction volume was 10 μl (12.5 ng of cDNA plus THUNDERBIRD SYBR qPCR Mix, Toyobo). The PCR conditions were as follows: heating for 10 min at 95°C, followed by 40 cycles at 95°C for 15 s, 59°C for 30 s, and 72°C for 30 s. The following oligonucleotide primers were used: *Trpa1*, 5′-agg tga ttt tta aaa cat tgc tga g-3′ and 5′-ctc gat aat tga tgt ctc cta gca t-3′; *Gfap*, 5′-agg gcg aag aaa acc gca tc-3′ and 5′-ggt gag cct gta ttg gga ca-3′; *Lif*, 5′-aaa agc tat gtg cgc cta aca-3′ and 5′-gta tgc gac cat ccg ata cag-3′; *Cntf*, 5′-gac ctg act gct ctt atg gaa tct-3′ and 5′-gcc tgg agg ttc tct tgg a-3′; and *18S rRNA*, 5′-gca att att ccc cat gaa cg-3′ and 5′-ggc ctc act aaa cca tcc aa-3′. The amount of *18S rRNA* in samples was used to normalize the mRNA content (the mRNA level was expressed relative to that of the corresponding control).

### Magnetic-activated cell sorting

Whole brains were removed, dissected, and rinsed in Hanks’ balanced salt solution. After centrifuging at 400*g* for 5 min at 4°C and removing the supernatant, enzymatic cell dissociation was performed with collagenase D (5 mg/6 ml per brain in 2% FBS in PBS) and DNase I (60 μl, 10 mg/ml; Sigma-Aldrich) for 1 hour at 37°C with gentle shaking. Dissociated cells were resuspended in 30% Percoll (Sigma-Aldrich) and centrifuged at 700*g* for 30 min at 20°C. The myelin-containing supernatant was discarded, and the pellet was resuspended in cold MACS buffer [containing 1 volume dilution of PBS, 2 mM EDTA, and 0.5% bovine serum albumin (pH 7.2)]. Cell pellets were resuspended in Fc receptor blocking reagent (Miltenyi Biotec) and incubated at 4°C for 10 min. Cells were incubated with anti–ACSA-2 magnetic microbeads (Miltenyi Biotec, catalog no.130-097-678) for 15 min at 4°C. After washing with MACS buffer, centrifuging at 300*g* for 10 min at 4°C, and removing the supernatant, resuspended cells in MACS buffer were applied onto the MS column (Miltenyi Biotec) that had been fixed in the magnetic separator (Miltenyi Biotec). The total RNA of ACSA-2^+^ astrocytes and ACSA-2^−^ flow-through was isolated, and cDNA was synthesized as described above in the “Quantitative RT-PCR” section.

### Assessment of BBB permeability

After anesthesia, the fluorescent tracer sodium fluorescein was injected intravenously (40 mg/kg in saline). After 30 min, brains were dissected, and frozen coronal sections (20 μm thick) were cut as described above in the “Myelin staining” section. Fluorescence was visualized with the FluoView FV10i confocal microscope (Olympus). The positive area of sodium fluorescein in the corpus callosum was measured in a 0.125 mm^2^ field at approximately the bregma +0.7 mm.

### Experimental design and statistical analysis

Statistical analysis was performed using Prism 9 software (GraphPad Software). Briefly, for comparisons between single experimental and control groups, Student’s *t* test or Welch’s *t* test was used. For analysis in Fig. 1L, one sample *t* test was used. For comparisons between multiple experimental groups, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test or two-way ANOVA with Bonferroni’s or Dunnett’s post hoc test was used accordingly. Differences of *P* < 0.05 were considered statistically significant. Data are provided as means ± SEM.

Each data point represents one sample (a section or extract from specific brain regions, e.g., corpus callosum) of one individual mouse, except for Fig. 1M. The numbers of animals used in each experiment are indicated in the figure legends. The assessor was blinded to the treatment condition.

How the deposited data were processed for this re-analysis (not part of the article)

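RNA of the corpus callosum was sequenced in 8 libraries, 4 labelled WT and 4 labelled TRPA1-KO. Each label had 1 sham library (day 14) and 1 BCAS library on each of days 7, 10, and 14. The authors selected polyadenylated RNA, mapped clean reads to GRCm38 with HISAT version 2.1.0, counted reads per gene with subread version 2.0.1, and normalized them with edgeR version 3.34.1. The paper's text does not name the gene annotation, the strand setting, or a filter on genes.

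The deposited signal is read counts per gene divided by each library's effective size (library size times edgeR's normalization factor) and scaled to CPM, computed by the authors and not log-transformed. The sums per library lie between 966202 and 1022161 and not at one fixed total, which is why the unit is recorded as a signal. The comparisons had been planned for log2 or normalized values, and the planned test was kept. In each library, all values (100%) were whole multiples of the smallest value above 0, so whole reads were recovered, between 7896071 and 12952093 per library. The median over the BCAS libraries was 9315718 reads with the label WT and 9348524 with the label TRPA1-KO. The floor of 3 reads and the 95% Clopper-Pearson intervals come from these reads.

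Libraries were grouped by their deposited genotype, operation, and day. *Trpa1* reads go against the genotype labels, so the text names libraries by label. The days served as replicates of a label, since each day has 1 library per label. The same days could also pair the labels, because both genotypes were collected from different mice on days 7, 10, and 14, and a fit with the day as a replicate block was made beside the one without it. Libraries of the same day had a mean correlation of deviations of -0.12, and the block's median marker change was 0.64, as without it.

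Values were tested as log2(CPM + 1) with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes with a trend on mean expression), over the 18123 of 25239 genes with a mean of at least 0.1 CPM over the 8 libraries. The p-values were adjusted by the Benjamini-Hochberg method. Comparisons between the BCAS groups used the 6 BCAS libraries. Comparisons with sham used all 8 libraries in 1 fit, with both sham libraries as 1 group. All 4 libraries labelled WT were also set against all 4 labelled TRPA1-KO. Gene sets were tested with limma's fry, sets and single genes with exact permutation tests, and shares of genes or reads with Fisher's exact test, all two-sided. Exact permutation tests against sham and of parts of the sets were added after seeing the data. The medians of sets were also placed among 10000 random lists matched on mean expression, which describes these libraries.

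Alternatives were a pseudocount of 0.1, no filter or a filter at a mean of 1 CPM, limma's robust option, equalized library medians, postoperative day as a replicate block, all 8 libraries in 1 fit, each library left out in turn, subsets of the markers, and for the heatmap genes other means, sham libraries, days, and margins. On the recovered reads, edgeR version 4.0.16 (quasi-likelihood test) and DESeq2 version 1.42.0 were run as alternatives set in advance, and edgeR's exact test on all genes above 0 was added after seeing the data. Between the BCAS groups, the quasi-likelihood test called 948 genes with a p under 0.05 and 2 with an adjusted p under 0.05, DESeq2 called 600 and 17, and the exact test called 881 and 22. On simulated counts for 18123 genes with 200 changed, each of these tools gave a p under 0.05 for 100% of the changed genes, and limma gave an adjusted p under 0.05 for 93.5% of them and a p under 0.05 for 4.93% of the unchanged genes. On the same counts, fry returned a p-value of 0.31 for an unchanged set and of 2.1e-06 for a raised one. The simulated counts had the same small spread for every gene, no differences between days, and large changes in genes well above the floor only. They check how the tools run, and do not show how often a change would be found in these libraries, whose groups hold different days.

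The named genes follow a rule set in advance. They are the genes the paper names for the RNA-seq, the genes of the proteins it stains, the genes of Fig. 5D where its count is retraced, and for each comparison up to 5 genes per direction with the largest change among those with an adjusted p under 0.05 whose groups do not overlap, or where fewer pass, those and the 3 with the smallest p. The markers with a p under 0.05 were named after their values were seen. By that rule, *Anxa11* (log2 fold change 0.52), *Kcnab1* (-0.53), and *Ndrg1* (-0.47) had the smallest p in the BCAS libraries labelled WT against sham (limma adjusted p = 0.73 for each), and *Anxa11* (0.54) and *Gm2274* (0.56) followed *Mog* in those labelled TRPA1-KO (limma adjusted p = 0.94 for each). Positions come from RefSeq GRCm38.p6 for 25041 symbols and from GENCODE M21, which also gave transcript length and GC content for 24366 symbols. Not every gene of Fig. 5D is reported by name here. The marker list of the paper's cited report, its limit on association with the gene set, and the GO term enrichment were not analysed here.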

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

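The tests of microglial genes, of *Trpa1*, and of the genes around *Mid1* were chosen after the results they bear on were seen, and the other tests here were chosen before.

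The median reactive astrocyte marker was higher in the BCAS library labelled WT than in that labelled TRPA1-KO on day 7 (log2 difference 1.68, 35 of 36 markers higher) and lower on day 14 (-0.29, 27 of 36 lower). *Gfap* did the same, with 3.07 on day 7 and -1.44 on day 14. On day 10, the median marker was 0.59 higher with the label WT (29 of 36 markers higher), and *Gfap* was 2.64 higher. The change between days was not tested, since each day has 1 library per label. If library depth, scaling between libraries, or a smooth trend on GC content or transcript length were the source of the day 7 value, correcting for it should have brought the median under 0.84. Other technical differences are not covered by these corrections. It was 1.53 after all libraries were thinned to 7896071 reads, 1.58 after each library was centred on its median gene, and 1.64 after smooth trends on GC content and transcript length were removed (100% of the markers have both). The 10 most abundant genes took 3.50% of the reads of the day 7 library labelled WT, within the 3.36% to 3.86% of the other libraries. The median neuron gene differed by -0.28 on day 7, so a dissection with less neuronal tissue would account for little of the marker difference. The median of 12 microglial genes was 1.76 higher, as large as that of the markers. More microglia, or more microglial RNA, in that library is a candidate explanation that remains for the median marker. *Gfap* differed by more than the microglial median, but whether microglia account for single markers was not tested. A difference between single animals cannot be told apart from one between labels at 1 library each. A time course in which astrocytes labelled WT react early and return to sham levels by day 14 is a hypothesis that 1 library per day cannot test.

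*Trpa1* had 31 reads in the 4 libraries labelled TRPA1-KO and 1 read in the 4 labelled WT, a signal that the paper does not report. No annotated gene overlaps *Trpa1* (0 genes), so reads of an overlapping gene are not the source, and Fisher's exact test on the reads gave p = 3.5e-09, which counting error does not explain. The number of libraries whose *Trpa1* value lay among those of the other label was 0, so an exchange of some labels alone is not seen. Every library labelled TRPA1-KO lay above every library labelled WT (exact permutation p = 0.029, the smallest that 4 against 4 allow). Exchanged genotype labels in all libraries and a transcript still made from the altered allele could each give this, and the deposited values per gene cannot tell them apart, since they do not show which exons the reads cover. Every comparison between genotypes depends on which of the 2 holds.

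Between all 4 libraries labelled WT and all 4 labelled TRPA1-KO, which the paper does not compare, 714 genes had a limma p under 0.05 (383 higher and 331 lower with the label WT). With Benjamini-Hochberg adjustment, 9 symbols had an adjusted p under 0.05, all higher with the label WT. The largest log2 fold changes among them were 5.92 for *Erdr1* (limma adjusted p = 3.1e-08), 2.70 for *G530011O06Rik* (0.0014), 1.75 for *Mid1* (0.0049), 1.67 for *Pisd-ps3* (0.0083), and 1.67 for *A730008H23Rik* (0.014), each higher in 4 of 4 libraries. A chromosomal segment carried along with the altered *Trpa1* allele should raise the share of such genes near *Trpa1*. Within 10 Mb, 5 of 72 genes (6.94%) had a p under 0.05 against 3.93% elsewhere (Fisher's exact test, p = 0.21). The share was higher there, but 72 genes are too few for this test to tell such a segment from none. Within 1 Mb of *Mid1*, at the pseudoautosomal end of chromosome X, 3 of 6 genes had a p under 0.05 (Fisher's exact test, p = 0.0011). A structural difference there may account for *Erdr1*, *Mid1*, and *G530011O06Rik* together, but these genes prompted the test, so it cannot decide. *Pisd-ps3* is a pseudogene that could share reads with *Pisd*. Among the 8 splits of the libraries that part every pair of the same operation and day, 4 gave as many genes with a p under 0.05 as the real one (itself included) and 1, the real one, as many with an adjusted p under 0.05. With 8 such splits the share cannot fall under 0.05, so the design is too small for this comparison to decide either way. Of all 35 splits, which mostly keep some pairs together, 16 and 1 did, and the largest other number with an adjusted p under 0.05 was 6.

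In 7 of 34 groups of 4 libraries with the same genotype label, for the genes named, 1 library lay far from the other 3. On the scale of log2(CPM + 1), these were *Lcn2* in BCAS day 7 labelled WT (3.37), *Tgm1* in BCAS day 7 labelled TRPA1-KO (0.42, 3 reads), *Trpa1* in the sham library labelled WT (0.11, 1 read), *G530011O06Rik* in BCAS day 14 labelled WT (2.57), and *Lif* (0.14, 1 read), *Aif1* (2.58), and *A730008H23Rik* (4.99) in BCAS day 14 labelled TRPA1-KO. The values of *Tgm1*, *Trpa1*, and *Lif* rest on 3 reads or fewer, where counting error is as large as the values. No biological explanation was tested for the single libraries.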

How the results depend on the processing

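No test here was chosen after its result was seen except edgeR's exact test on the recovered reads; all other alternatives were chosen before the data were examined.

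Between the BCAS groups, the number of genes with a p under 0.05 (761) stayed between 600 and 979 over the alternatives that kept all 6 libraries, and ran from 325 to 1846 across the 6 fits that each left out one library, of which 247 to 593 were shared with the 761. The number with an adjusted p under 0.05 (3) was 1 without a filter, 5 with limma's robust option, 17 with DESeq2, 22 with the exact test added after seeing the data (3 of them shared), 1 with postoperative day as a replicate block (shared; the same-day correlation was -0.12), 0 with all 8 libraries in 1 fit (979 with a p under 0.05), and from 1 to 29 across the fits that left out one library. The split of genes higher and lower with the label WT (435 and 326) was 639 and 309 with edgeR's quasi-likelihood test, 447 and 153 with DESeq2, 619 and 262 with the exact test, and 463 and 489 without a filter. It was 1223 and 623 without the day 14 library labelled WT, and fewer were higher than lower without day 7 of either label (288 and 329 for the label WT, 272 and 342 for TRPA1-KO). The cause was not tested for any of these changes.

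The median marker change between the BCAS groups (0.64) stayed between 0.30 and 0.76 with all 6 libraries and ran from 0.18 to 1.07 when one was left out, with a fry p above 0.05 in each of these fits. With the label WT against sham (0.53), it stayed between 0.41 and 0.72 and ran from 0.18 to 0.98 when one BCAS library was left out, and the last of these, without day 14, had a fry p under 0.05, which an exact permutation of 2 against 2 libraries cannot reach. With the label TRPA1-KO against sham (0.0030), it was -0.018 over the pan-reactive markers and ran from -0.11 to 0.070 when one BCAS library was left out. Equalizing the library medians moved the median of all genes by less than 0.1 in every comparison.

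For BCAS labelled WT against sham, from 830 to 2013 genes had a p under 0.05 and from 0 to 45 an adjusted p under 0.05 when 1 of its 3 BCAS libraries was left out. With the label TRPA1-KO, from 325 to 735 had a p under 0.05 when 1 of the 3 BCAS libraries was left out, and 0 genes had an adjusted p under 0.05 in these fits, without a filter (628 with a p under 0.05), and with equalized medians (433). Between all libraries by label, the 9 genes became 5 with the robust option, 6 with operation and postoperative day as a replicate block (685 with a p under 0.05, 345 higher and 340 lower with the label WT), and from 6 to 14 when one library was left out.

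The odds ratio of the Fig. 5D genes (2.86, Fisher's exact test p = 0.063) was 4.39 with a pseudocount of 0.1 (p = 0.0044), 4.43 with equalized medians (p = 0.0042), 5.58 with the replicate block (p = 0.0014), 3.72 for genes higher with the label WT alone (p = 0.055), 1.78 with a filter at a mean of 1 CPM (p = 0.32), and 1.18 without a filter (p = 0.69), and ran from 0 to 5.65 when one library was left out. It rests on 4 genes, and the cause of its changes was not tested. The count of Fig. 5D genes highest with the label WT (20) was 6 on day 14 alone, 11 with a margin of 0.2 log2 units, and from 13 to 22 when one library was left out.

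When one library was left out, 3 small gene changes changed sign, with ranges of -0.11 to 0.0016 for *Mbp*, -0.082 to 0.015 for *Pdgfra*, and -0.0027 to 0.25 for *Olig2*. *Gfap* (1.43) ran from 0.83 to 2.41, with a limma p under 0.05 without the day 14 library of either label, and had a p under 0.05 with each of the 3 tests on reads. *Aif1* (0.75) ran from 0.39 to 1.18, *Lcn2* (1.31) from 0.36 to 1.84, and *Tgm1* (1.67) from 0.46 to 2.47, each highest without the day 14 library labelled WT and there with a limma p under 0.05, as *Lcn2* also had without day 10 of that label. *Sox10* (-0.15) reached one without day 7 labelled WT (-0.25). *Cxcl10* (1.25) ran from 0.54 to 1.90 with a limma p above 0.05 in 5 of the 6 fits, and *Cntf* (0.65) had one above 0.05 without day 10 labelled TRPA1-KO (0.45). Over the other alternatives, 21 results of single genes changed, 19 to a p under 0.05 and 2 to a p above it, and 0 reversed. *Lif* (at most 15 reads per library) ran from 0.034 to 0.44 when one library was left out, and its p stayed above 0.05 under each alternative run.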

Differences from the paper's values

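No test in this part was chosen after its result was seen except edgeR's exact test, which is marked.

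Fig. 5B, read by eye, shows log2 fold changes between BCAS-operated WT and TRPA1-KO mice of about 4.8 for *Lcn2*, about 5.1 for *Tgm1*, and about 5.6 for *Cxcl10*, which are the paper's values. On log2(CPM + 1), they were 1.31 for *Lcn2* (exact permutation p = 0.10), 1.67 for *Tgm1* (p = 0.20), and 1.25 for *Cxcl10* (p = 0.40), each with a limma adjusted p of 0.98. Of the alternatives set before the data were examined, 3 gave values within the spread between libraries of the paper's. They were edgeR's quasi-likelihood test on the recovered reads (4.87, 5.19, and 5.596), DESeq2 on the recovered reads (4.99, 5.23, and 5.89), each with an unadjusted p under 0.05 for all 3 genes, and a pseudocount of 0.1 (2.85, 2.90, and 2.85), for which that spread is wide. The alternatives without a filter, with equalized medians, with the replicate block, or with one library left out did not, nor did the filter at a mean of 1 CPM for *Lcn2* and *Tgm1* (*Cxcl10* lay under it). edgeR's exact test on all genes above 0, which was chosen after seeing the values, gave 4.82, 5.13, and 5.55, also with an unadjusted p under 0.05 for each.

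The paper states 19 genes of its heatmap as raised in BCAS-operated WT mice only, and 20 were highest here. The other gene is *Ager*, with a *z* score of 0.73 with the label WT and 0.40 in sham.

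The paper states that reactive astrocyte markers were raised in BCAS-operated WT mice. The median marker was 0.64 higher with the label WT than with the label TRPA1-KO (exact permutation p = 0.40). Without the day 14 library labelled WT, the median marker of the BCAS libraries labelled WT was 0.98 above sham, the only one of these fits with a fry p under 0.05.

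The paper names these mice TRPA1-KO, and *Trpa1* had 31 reads in the libraries with that label and 1 read in those labelled WT.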

Other observations

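The test of *Lif* reads was chosen after its result was seen, and the counts over splits of the libraries were chosen before.

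Other splits of the 6 BCAS libraries into 3 and 3 were tried. Of the 4 splits that part the libraries of each day, 3 gave at least as many genes with a p under 0.05 as the labels did (themselves included), 1 (the labels) as many with an adjusted p under 0.05, and 2 as large a median marker change. With 4 such splits, no share under 0.05 is possible. The most genes with a p under 0.05 (2161) and the largest median marker change (0.93) came with the labels of day 14 exchanged between the genotypes, a split with 1 gene with an adjusted p under 0.05. The day 14 libraries keep their side in *Trpa1* reads, with 0 reads labelled WT and 7 labelled TRPA1-KO. Of all 10 splits, most of which keep the libraries of 2 days together, 4, 1, and 2 were as large.

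The 22 *Lif* reads in the BCAS libraries labelled WT against 11 in those labelled TRPA1-KO are consistent with counting error (Fisher's exact test on the reads, p = 0.080), which is enough to give such a difference without any difference in *Lif* expression.

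Lists of genes of other cell types differed between the BCAS libraries of the same day, labelled WT minus labelled TRPA1-KO. For days 7, 10, and 14, the median differences were 1.76, 0.87, and -0.51 for 12 microglial genes, 0.38, 0.13, and -0.14 for 8 homeostatic astrocyte genes, 0.31, 0.13, and 0.065 for 7 endothelial genes, 0.0010, 0.054, and -0.12 for 10 oligodendrocyte genes, -0.28, 0.035, and 0.18 for 10 neuron genes, and -0.12, -0.34, and -0.47 for 8 striatal neuron genes. Each value compares 1 library with 1 other. Against the mean of both sham libraries, the median striatal neuron gene was -1.18, -0.61, and -0.79 on these days with the label WT. With the label TRPA1-KO, it was -0.99, -0.28, and -0.36, and the sham libraries lay at -0.20 (labelled WT) and 0.20 (labelled TRPA1-KO). The median oligodendrocyte gene lay between -0.34 and -0.11 in the BCAS libraries.

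The paper reports by quantitative RT-PCR on day 14 that *Gfap* (Fig. 3J) and *Lif* (Fig. 6B) rose after BCAS in WT but not TRPA1-KO mice. It also reports more *Lif* in isolated astrocytes and more LIF staining in GFAP-positive astrocytes of these WT mice. In the day 14 libraries, BCAS minus sham of the same label was -0.35 for *Gfap* and -0.22 for *Lif* with the label WT, and 0.86 and -0.42 with the label TRPA1-KO (log2 units, 1 library each). The *Lif* values rest on 3 reads against 7 with the label WT and 1 against 5 with the label TRPA1-KO. The paper measured groups of mice, so 1 library each cannot test its result. For *Cntf*, the paper reports a rise after BCAS in the corpus callosum of WT but not TRPA1-KO mice, and none in isolated astrocytes. In the day 14 libraries, BCAS minus sham of the same label was 0.51 for *Cntf* with the label WT and 0.46 with the label TRPA1-KO. Over days 7, 10, and 14 against both sham libraries, *Cntf* had a log2 fold change of 0.84 with the label WT (exact permutation p = 0.10). With the label TRPA1-KO, that change was 0.19 (exact permutation p = 0.60). The limma adjusted p with the label WT was 0.81.

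Of the genes of proteins that the paper stains, *Aif1* (encoding Iba1) had a log2 fold change between the BCAS groups of 0.75 (exact permutation p = 0.30), *Olig2* 0.11 (p = 0.50), *Sox10* -0.15 (p = 0.30), *Mbp* -0.045 (p = 0.60), and *Pdgfra* -0.038 (p = 0.70), each with a limma adjusted p of at least 0.98. On the recovered reads, *Aif1* had a change of 1.04 with edgeR's quasi-likelihood test (unadjusted p = 0.025). With DESeq2, it was 1.03 (unadjusted p = 0.0098).

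The 9 symbols that separate all libraries by label belong to 7 RefSeq genes, since *A730008H23Rik* and *6430706D22Rik* are synonyms of *Hjurp* (chromosome 1, 88258856 to 88277644), which is listed as well. *Ehd1* (chromosome 19, 6276896 to 6300096) and *Cdc42bpg* (6306253 to 6325653), which were named after their values were seen, are neighbours.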
